# Distinct roles of the Gcn5 histone acetyltransferase revealed during transient stress-induced reprogramming of the genome

**DOI:** 10.1186/1471-2164-14-479

**Published:** 2013-07-16

**Authors:** Yongtao Xue-Franzén, Johan Henriksson, Thomas R Bürglin, Anthony PH Wright

**Keywords:** Gcn5, Gene length, Transcription elongation, Histone acetyltransferase, Stress, Genome-wide association study

## Abstract

**Background:**

Gcn5 belongs to a family of histone acetyltransferases (HATs) that regulate protein function by acetylation. Gcn5 plays several different roles in gene transcription throughout the genome but their characterisation by classical mutation approaches is hampered by the high degree of apparent functional redundancy between HAT proteins.

**Results:**

Here we utilise the reduced redundancy associated with the transiently high levels of genomic reprogramming during stress adaptation as a complementary approach to understand the functions of redundant protein families like HATs. We show genome-wide evidence for two functionally distinct roles of Gcn5. First, Gcn5 transiently re-localises to the ORFs of long genes during stress adaptation. Taken together with earlier mechanistic studies, our data suggests that Gcn5 plays a genome- wide role in specifically increasing the transcriptional elongation of long genes, thus increasing the production efficiency of complete long transcripts. Second, we suggest that Gcn5 transiently interacts with histones close to the transcription start site of the many genes that it activates during stress adaptation by acetylation of histone H3K18, leading to histone depletion, probably as a result of nucleosome loss as has been described previously.

**Conclusions:**

We show that stress adaptation can be used to elucidate the functions of otherwise redundant proteins, like Gcn5, in gene transcription. Further, we show that normalization of chromatin-associated protein levels in ChIP experiments in relation to the histone levels may provide a useful complement to standard approaches. In the present study analysis of data in this way provides an alternative explanation for previously indicated repressive role of Gcn5 in gene transcription.

## Background

Changes in epigenetic marks, such as histone acetylation, are critical for normal biological function and defects in epigenetic programming are associated with cancer [1,2]. For example, a general reduction of acetylated histone H4K16 (H4K16ac) and tri-methylated histone H4K20 has been reported for many cancer types [1]. Further, reduced levels of histone H3K4 di-methylation and acetylated histone H3K18 (H3K18ac) have been associated with a higher risk of prostate cancer recurrence, as well as poor survival rates in both lung and kidney cancer patients [2]. Histone modification enzymes, such as histone deacetylases (HDACs) and histone acetyltransferases (HATs), have thus been suggested as promising drug targets with potential for therapeutic applications [3]. It is therefore important to understand the specific roles played by different enzymes involved in epigenetic programming.

The Gcn5 protein is one of the best characterised HATs. Gcn5 performs both global and locus-specific histone acetylation, as well as acetylation of non-histone proteins such as transcriptional factors [4]. Gcn5 is the catalytic subunit of several related HAT complexes, notably the SAGA complex [5]. The structure and function of Gcn5 is evolutionarily conserved. The protein is found throughout eukaryotic organisms and the human HAT domain can functionally replace the equivalent domain in the yeast protein [6]. Gcn5 is also involved in a conserved sub-set of stress responses in evolutionarily divergent yeast species [7]. Yeast is thus a useful tool for understanding the basic functions of eukaryotic Gcn5 proteins.

Gcn5 has been reported to play a range of different functions associated with transcription. The protein was originally characterised as a transcriptional co-activator[8], which is thought to be recruited to regulatory gene regions where it contributes to gene activation by acetylating key lysines on histones, notably histones H3 and 2B [5,9]. Enrichment of Gcn5 has also been associated with genes that are repressed during stress [7,10,11], but no mechanism for how Gcn5 contributes to gene repression has been characterised. Genome-wide studies showed that Gcn5 is also present throughout the transcribed regions of genes and there is evidence that the Gcn5 protein is important for transcriptional elongation [12-14]. Further work is needed in order to gain an overall picture of how Gcn5 contributes to gene transcription and in particular to understand which aspects of Gcn5 function contribute to gene regulation.

Functional studies of HATs are hampered by the considerable levels of redundancy that are seen between different HAT proteins under many of the conditions that have been studied [15-17]. Conventional approaches studying the loss of functionality associated with gene mutations do not reveal complete information about redundant functions since the proteins that remain adapt their function to compensate for absent protein(s). Thus only a relatively small number of genes require Gcn5 for their expression even though Gcn5 is widely spread throughout the genome [7,10]. It has previously been shown that the level of inter-HAT redundancy is strongly reduced during stress adaptation in yeast [15]. During stress adaptation in the budding yeast, *Saccharomyces cerevisiae*, there is a redistribution of Gcn5 from short genes to the ORFs of long genes [7]. In this work we use a stress and adaptation growth regime to further investigate this phenomenon as well as other aspects of Gcn5 function in gene transcription.

## Results

### Measurement of changes in the genome-wide localisation of Gcn5 and histone acetylation during stress adaptation and recovery

To study Gcn5 function during the adaptation of cells to new growth states and in relation to gene length, we established a growth regime involving stress adaptation and recovery as shown by the growth curves in Figure 1A. Samples were taken for ChIP-chip analysis and gene expression profiling at different time points during the regime. The first sample (sample A) consisted of exponentially growing cells harvested immediately prior to induction of stress by dilution of cultures into fresh media containing 1M KCl. A second sample was taken 1 hour later during the stress adaptation phase (sample B) after which the cells were allowed to reach a post adaptation phase prior to further sampling (sample C). The cells were then diluted into fresh media without KCl and allowed to recover from the stress treatment. Two more samples were taken one hour after dilution during the recovery process as well as at a later time when recovery was judged to be complete (samples D and E, respectively).

**Figure 1:**
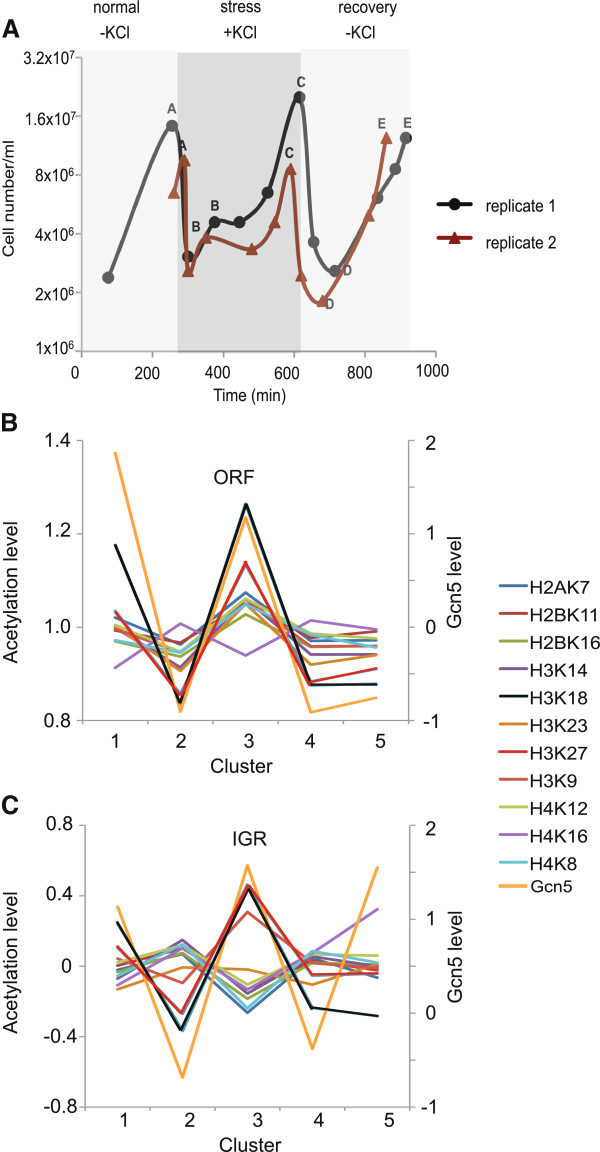
**Growth and sampling of cells during the stress and adaptation growth regime and choice of histone acetylation marks for study. A** Growth curves of cells during the stress and recovery growth regime. Growth curves for two independent experiments show cell growth, the dilution of culture into and out of KCl (1M) containing media and points at which samples **(A**-**E)** were removed for analysis by genome-wide gene expression profiling and ChIP-on-chip analysis. Cells were maintained at a density between 10^6^/ml and 2×10^7^/ml throughout. **B-C** Average levels of Gcn5 and acetylated lysine residues in histones for 5 groups of genes with different characteristic Gcn5 intra-genic distributions (the 5 gene clusters are based on previous publication [7], which are either high at ORF (cluster 1), low at ORF (cluster 2), high at both ORF and IGR (cluster 3), high at 3′IGR (cluster 4), or high at 5′IGR (cluster 5)). Gcn5 and histone acetylation levels for this 5 gene clusters are plotted separately for ORF **(B)** and IGR **(C)** regions.

To select histone acetylation marks for the study we used published microarray data from Kurtistani *et al.*[18], which contains acetylation patterns for 11 lysine residues in histones, to find sites that correlate with previously published Gcn5 ChIP-on-chip tiling array data [7]. We have previously shown that Gcn5 localisation patterns on genes can be defined by the patterns found in five main groups of genes. Two classes show Gcn5 enrichment in the 5′ or 3′ inter-genic sequence (IGR) respectively, while a further two classes show high or low Gcn5 levels in the open reading frame (ORF) region of genes. In the fifth class Gcn5 is equally distributed throughout genes. By comparing average acetylation levels for different acetylation sits and Gcn5 enrichment for the ORFs of the 5 gene classes (Figure 1B), we found that most acetylation sites show a similar trend to Gcn5 (yellow), with H3K18ac (black) and H3K27ac (red) being the clearest examples. H4K16ac (purple) shows the opposite trend to Gcn5. Within IGR regions the majority of acetylation sites show the opposite pattern compared to Gcn5. The exceptions are H3K18ac (black), H3K27ac (red) and H3K9ac (orange) (Figure 1C). We chose to study H3K18ac as an example of the modifications that are well correlated with Gcn5 localisation in both the ORFs and IGRs of genes. H4K16ac, which tends to be negatively correlated with Gcn5 localisation in both ORFs and IGRs, was chosen as a control mark that we would expect to be less well correlated with Gcn5 in the study. The overall level of histone H3 (H3) was measured to give an indication of the density of histones and nucleosomes in different chromosomal regions.

### Gcn5 in the ORF region of genes transiently relocalises from short to long genes during stress adaptation

We previously reported that Gcn5 in ORFs tends to relocalise from short to long genes under stress conditions. An important question was to determine whether this change is an adaptation associated with long term growth on KCl, or whether it is a transient change associated with the process of adaptation between growth states. To answer this question we analysed the localization of Gcn5 at the five different sample times described above in relation to gene length. 

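In ChIP-chip, DNA bound to an immunoprecipitated protein is hybridised to a microarray. Chromatin of the samples A to E was precipitated with antibodies against Gcn5 (through its myc tag), H3K18ac, H4K16ac and H3 and hybridised to tiling arrays of the *S. cerevisiae* genome, and 20 files were analysed, 1 for each of the 4 antibodies and 5 samples. Samples B and C were taken from medium with 1 M KCl, and samples B and D were taken 1 hour after the change of medium. The paper describes 2 independent cultures, but the deposited values do not keep them apart. No replicate error can therefore be given for any value, no test between conditions was possible, and differences between samples are set against the range or the SD of the other samples. The number of arrays limits the precision. The authors computed the ChIP signal with Affymetrix Tiling Analysis Software and averaged it for each of 6685 ORFs over 9 bins of the 5′ IGR, 20 bins of the ORF and 9 bins of the 3′ IGR. The values are on a log scale in arbitrary units whose base the paper's text does not name, so levels are compared as differences and no folds are given. According to the methods the 5 samples were normalized to the same median, without a statement of the positions over which it was taken. Over all bins of the genes analysed here, the deposited Gcn5 medians lay between -0.0902 in sample B and -0.0543 in sample E. The 5 samples of each antibody were therefore brought to one median, the mean of their own 5 medians, which was -0.0636 for Gcn5. If the authors took the median over all probes of the array, the deposited values already are normalized as described, which the bins cannot decide. Values as deposited are therefore given beside the others where the offset matters. The analysis covered 5985 nuclear protein-coding genes with a length in the RefSeq annotation of assembly R64, of which 2395 were shorter than 1 kb, 2266 were 1-2 kb, 798 were 2-3 kb and 526 were longer than 3 kb. The level at the ORF was the mean of the 8 bins that make up its central 40%, and it was averaged over the genes of each length category.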

Figure 2A shows that Gcn5 levels tend to be lower on the ORFs of long genes compared to short genes. 

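In sample A the mean Gcn5 level at the ORF was -0.0118 for genes shorter than 1 kb, -0.0595 for genes of 1-2 kb, -0.102 for genes of 2-3 kb and -0.127 for genes longer than 3 kb. Across the 5985 genes, which are not independent replicates, Spearman's rho between gene length and Gcn5 level was -0.177 in this sample.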

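From sample A to sample B the mean Gcn5 level at the ORF of genes longer than 3 kb rose by 0.0605 to -0.0663, outside the range of -0.158 to -0.127 in samples A, C, D and E. Genes shorter than 1 kb changed by -0.00978 to -0.0216, which lay inside the range of -0.0267 to -0.0118 in the other samples. The difference between genes longer than 3 kb and genes shorter than 1 kb was -0.115 in sample A and -0.0446 in sample B. Its change of 0.0703 compares with an SD of 0.0102 over samples A, C, D and E, and an offset of a whole array cannot alter it. Of all the alternatives tried, subtraction of the H3 level of the same sample moved this change most, to 0.123. Where no median was adjusted, the change was -0.0398 for genes shorter than 1 kb, below the range of the other samples, and 0.0305 for genes longer than 3 kb. The size of the fall on short genes and of the rise on long genes thus depended on the median to which sample B was brought. Fig. 2A, read by eye, has sample B at about -0.045 for genes shorter than 1 kb and -0.09 for genes longer than 3 kb. The values as deposited, -0.0483 and -0.0929, and quantile normalization came nearer to these readings than the same median did.

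**Figure D1:**
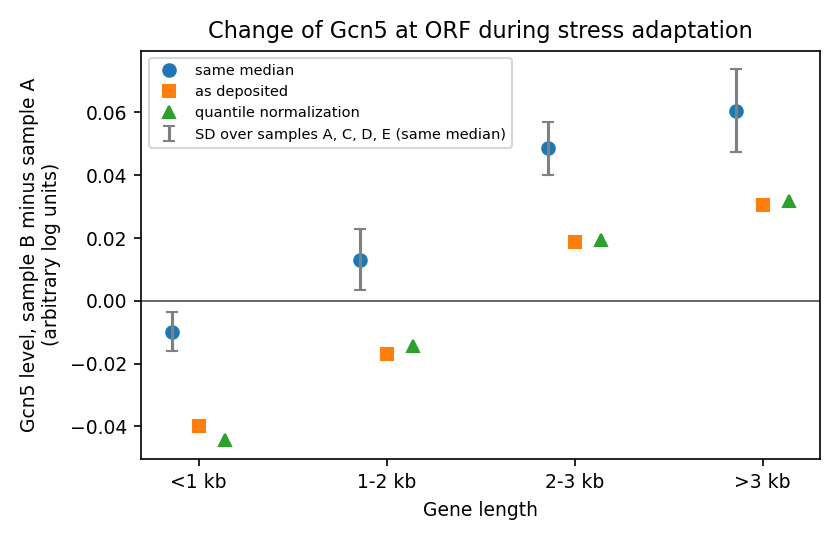
Mean change of the Gcn5 level at the central 40% of the ORF from sample A to sample B (arbitrary log units) for the 4 gene length categories, with samples brought to the same median (circles, with the SD over samples A, C, D and E), with values as deposited (squares) and after quantile normalization (triangles). Under each of these the change increases from the shortest category to the longest, from -0.00978 to 0.0605 with the same median.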

As reported previously [7] the relative localization of Gcn5 tends to shift from short to long gene ORFs during KCl stress adaptation (sample B). 

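In sample C the mean Gcn5 level was -0.0267 for genes shorter than 1 kb and -0.147 for genes longer than 3 kb. The difference between the categories was -0.121 and was larger in size than in sample A. With values as deposited the difference is identical by construction.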

Importantly, the shifted pattern is not seen in sample C, where cells have become adapted to growth under KCl stress conditions. The average Gcn5 level that is associated with samples A and C is also seen for samples C and D and we therefore conclude that the transient relocalisation of Gcn5 is specific for the stress adaptation phase and that it is not required for steady-state growth during KCl imposed stress. 

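The difference in mean Gcn5 level between genes longer than 3 kb and genes shorter than 1 kb was -0.126 in sample D and -0.139 in sample E. Sample B was thus the only one of the 5 samples in which it was smaller in size than in sample A. Spearman's rho between gene length and Gcn5 level was -0.0431 in sample B, -0.200 in sample C, -0.184 in sample D and -0.218 in sample E. Across genes, the rho between the Gcn5 levels of a pair of samples was between 0.880 and 0.923 for pairs without sample B, and between 0.712 and 0.801 for pairs with it. The paper reasons that, because the shifted pattern was seen in sample B and not in sample C, where the cells were still in KCl, the relocalisation belongs to the adaptation phase and is not required for steady-state growth in KCl.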

The transient change in the ORF level of Gcn5 during stress adaptation within different gene-length categories is statistically significant for short and long gene categories (<1 kb, p=2.69E-6; 2-3 kb, p=2.30E-5; >3 kb, p=4.05E-88) but not for the category of intermediate gene length (1-2 kb, p=0.10). 

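With 1 deposited value per sample, the length categories were compared with random lists of genes, which describes these arrays and is not a test between conditions. The median change of Gcn5 from sample A to sample B was set against the medians of 10000 random lists of the same size, matched on mean Gcn5 level. It was -0.0123 for genes shorter than 1 kb, below all random lists, whose median was 0.00981. For genes of 1-2 kb it was 0.00991, at the 8.29th percentile. For genes of 2-3 kb (0.0394) and longer than 3 kb (0.0510) it was above all random lists. With the same median, Gcn5 was higher in sample B than in sample A in 45.6% of the genes shorter than 1 kb and 55.3% of those of 1-2 kb. It was higher in 69.3% of those of 2-3 kb and 76.2% of those longer than 3 kb. As deposited the shares were 35.7%, 41.3%, 55.1% and 63.5% in the same order. The majority in the 1-2 kb category thus depended on the offset. The mean change of the 1-2 kb category was 0.0131 with the same median, -0.0169 with values as deposited and -0.0144 after quantile normalization, so that its direction was not determined.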

Data analysed was taken from the central 40% of each ORF to prevent contamination of signals from flanking inter-genic regions. 

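Over the whole ORF the change from sample A to sample B in the difference between the longest and the shortest category was 0.0483. Single genes were named by a rule fixed before the data were examined, except that its condition on probe number was replaced because the files hold no probes. The 3 genes longer than 3 kb with the largest rise in Gcn5 at the central 40% of the ORF were *BUD2* (YKL092C, 3315 bp), which rose by 0.456, *RPM2* (YML091C, 3609 bp), which rose by 0.414, and *STH1* (YIL126W, 4080 bp), which rose by 0.363. The 3 genes shorter than 1 kb with the largest decrease were YOR268C (399 bp), which fell by 1.15, *SHR5* (YOL110W, 714 bp), which fell by 1.11, and YJL077W-B (99 bp), which fell by 0.919. The number of probes behind these short ORFs is not known. The rule admits only genes in which sample B lies outside the range of samples A, C, D and E. On the arrays, *MYO1* (YHR023W) rose by 0.263, *OSW2* (YLR054C) by 0.178 and *CHS1* (YNL192W) by 0.107 from sample A to sample B, each to a level above the other samples. The paper chose control genes for ChIP-qPCR from the ChIP-chip data, as genes whose Gcn5 level should not change. Of these controls, *ACT1* (YFL039C) rose by 0.0423 and *STI1* (YOR027W) by 0.0618, also above the other samples. The control *ZWF1* (YNL241C) fell by 0.0778 and stayed inside the range of the other samples. As deposited, the changes of these last 3 genes were 0.0123, 0.0317 and -0.108.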

Redistribution of Gcn5 to the ORFs of long genes during stress adaptation was confirmed by ChIP-qPCR studies of specific long genes (YHR023W, 5786bp; YKL092C, 3315bp; YNL192W, 3396bp; YLR054C, 2262bp), see Additional file 1.

**Figure 2:**
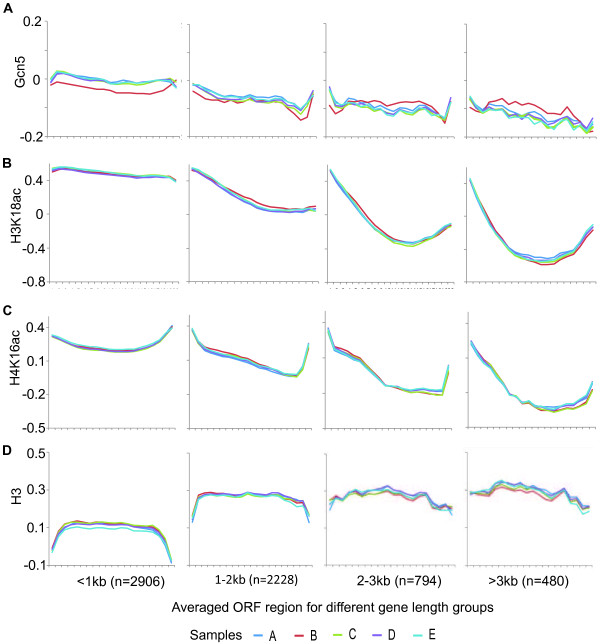
**Genome-wide gene length associated differences in average levels of Gcn5, H3K18ac, H4K16ac and H3 at ORF in samples taken during the stress and recovery growth regime.** The relative average levels (arbitrary units) of Gcn5 **(A)**, H3K18ac **(B)**, H4K16ac **(C)** and H3 **(D)** at ORF are plotted. The arbitrary units are independently defined for each of parts **A**-**D**. The criteria defining the gene-length groups are shown. The number of genes in each group is shown in parenthesis. Line colors represent different samples taken during the stress and recovery growth regime.

### Reduced Gcn5 occupancy on the ORFs of many short genes during stress adaptation is associated with reduced histone H3K18 acetylation

Next we tested whether transient Gcn5 re-localisation is associated with similar changes in histone acetylation. 

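Averaged over the 5 samples, the difference in H3K18ac at the ORF between genes longer than 3 kb and genes shorter than 1 kb was -0.969, and that in H4K16ac was -0.494. In sample A the mean H3K18ac level was 0.5004 for genes shorter than 1 kb, 0.117 for 1-2 kb, -0.249 for 2-3 kb and -0.436 for genes longer than 3 kb. The mean H4K16ac level was 0.204, 0.0580, -0.118 and -0.274 in the same order. Spearman's rho with gene length across genes was between -0.691 and -0.661 over the samples for H3K18ac and between -0.404 and -0.383 for H4K16ac. The alternative that moved the H3K18ac difference most was the whole ORF, with -0.786, and the H4K16ac difference moved most with the subtraction of H3.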

Figure 2B and C show that the acetylation levels in ORFs of both H3K18 and H4K16 reduce as gene length increases, similar to the pattern observed for Gcn5. This gene length dependent reduction in the average levels of histone acetylation in ORF regions appears to be general for many acetylation sites (Additional file 2). Conversely, H3 levels tend to be higher on longer genes (Figure 2D) and so the length dependent change in histone acetylation per histone is less than for overall acetylation levels even though the trend is still clear. 

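In sample A the mean H3 level at the ORF was 0.110 for genes shorter than 1 kb, 0.262 for 1-2 kb, 0.284 for 2-3 kb and 0.298 for genes longer than 3 kb. The difference between the longest and the shortest category was 0.168 on average over the samples. In sample B it was 0.136, below the range of 0.154 to 0.188 in the other samples, and the change from sample A was -0.0523, against an SD of 0.0155. The average was 0.0910 when the median over genes replaced the mean. After subtraction of the H3 level of each gene in the same sample, the difference in H3K18ac between the longest and the shortest category was -1.14, and the difference in H4K16ac was -0.663, averaged over the samples. Both were larger in size than without the correction.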

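For H3K18ac the difference between genes longer than 3 kb and genes shorter than 1 kb was -0.936 in sample A, -0.990 in sample B, -0.992 in sample C, -0.943 in sample D and -0.984 in sample E, so that sample B lay inside the range of the other samples. For H4K16ac it was -0.478, -0.506, -0.491, -0.485 and -0.511 in the same order, again with sample B inside the range. Relative to H3, the change of the difference from sample A to sample B was -0.00111 for H3K18ac, against an SD of 0.0205 over samples A, C, D and E, and 0.0243 for H4K16ac. With this change H4K16ac relative to H3 reached -0.641 in sample B, just outside the range of -0.695 to -0.645 in the other samples. By category, H3K18ac relative to H3 in sample B lay below the range of 0.381 to 0.397 in the other samples for genes shorter than 1 kb, above that of -0.149 to -0.135 for 1-2 kb and above that of -0.567 to -0.532 for 2-3 kb. As deposited it was 0.370 for genes shorter than 1 kb, inside the range, and still above the range for 1-2 kb and 2-3 kb. H4K16ac relative to H3 lay inside the range in each category, but as deposited it was above the range for 1-2 kb (-0.169), 2-3 kb (-0.383) and genes longer than 3 kb (-0.546). Without correction, in single categories, H3K18ac in genes of 1-2 kb was 0.181 in sample B, above the range of 0.117 to 0.139 in the other samples. H3K18ac in genes of 2-3 kb was -0.222 in sample B, above their range of -0.289 to -0.238. H4K16ac in sample B lay inside the range of the other samples in each of the 4 categories. With values as deposited, H3K18ac in genes longer than 3 kb was -0.489 in sample B, below their range of -0.469 to -0.436, and H4K16ac in genes of 1-2 kb was 0.0997, above their range of 0.0655 to 0.0874. Among random lists matched on level, the median change of H3K18ac from sample A to sample B was at the 0.0th percentile for genes shorter than 1 kb, the 100.0th for 1-2 kb, the 92.6th for 2-3 kb and the 0.0th for genes longer than 3 kb, of which 32.5% were higher in sample B. For H4K16ac the percentiles were 83.9, 100.0, 0.0 and 0.0 in the same order.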

Most importantly, we did not observe a measurable gene length dependent difference in H3K18ac and H4K16ac between cells sampled at different points of the stress and recovery growth regime either without normalisation in relation to H3 levels (Figure 2B and C) or with H3 normalisation (Additional file 3). We conclude that either there is no change in the histone acetylation marks studied that correspond to the changes in Gcn5 or that we have not been able to detect such changes for any of a number of possible reasons.

To increase the chance of observing changes in histone acetylation that correlate with changes in Gcn5 localisation we used non-parametric ANOVA to identify the sets of gene ORFs that were most significantly (p<0.05) changed between conditions in

Gcn5, H3K18ac or H4K16ac over all the conditions sampled. The set of genes with the most significant changes in Gcn5 enrichment (n=997) showed highly significant overlaps with the sets of genes with the most significant changes in H3K18ac (n=2329) and H4K16ac (n=853) (Figure 3A). 

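A Kruskal-Wallis test was run for each gene on the 20 bins of its ORF across the 5 samples of an antibody, with an unadjusted threshold of 0.05. It compares the deposited arrays, not the conditions, since neighbouring bins are not replicates. Gcn5 differed between the arrays in 852 of 5985 genes, H3K18ac in 2049 and H4K16ac in 1045. How many genes it calls by chance on real arrays is not known, since the bins of a gene follow a profile shared by the samples and their noise is correlated. Both Gcn5 and H3K18ac differed in 614 genes, where 291.7 would be expected from the sizes of the sets. Among 10000 random lists matched to the Gcn5 set on gene length, the overlap with the H3K18ac set had a median of 460 and a maximum of 500. Both Gcn5 and H4K16ac differed in 463 genes, where 148.8 would be expected, and the matched random lists had a median of 257 and a maximum of 300. A Friedman test with the bins as blocks moved these counts most and called 3674 genes for Gcn5, 5331 for H3K18ac and 5132 for H4K16ac.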

Further, the overlapping genes show significant overlap with the category of short genes that are less than 1kb in length (Figure 3A). 

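Genes shorter than 1 kb made up 493 of the 614 genes in the overlap of Gcn5 and H3K18ac (80.3%) and 359 of the 463 genes in the overlap of Gcn5 and H4K16ac (77.5%), against 40.0% of all genes analysed. The test called Gcn5 in 27.4% of the genes shorter than 1 kb, 5.87% of those of 1-2 kb, 2.01% of those of 2-3 kb and 8.75% of those longer than 3 kb. For H3 the shares were 23.3%, 6.53%, 1.75% and 10.3% in the same order. The excess of short genes among the called genes was therefore not particular to Gcn5 and the acetylation marks.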

We reasoned that any association between stress adaptation dependent Gcn5 re-localisation in ORFs and histone acetylation would most likely be observable in one or both sets of overlapping genes. Figure 3B shows the average gene Gcn5 levels for the different samples (A-E) for the overlap gene sets identified in Figure 3A. 

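The sets of overlapping genes were chosen on the same arrays, so only the pattern over the samples is described, as means over the whole ORF. In the genes with changed Gcn5 and H3K18ac, the mean Gcn5 level was 0.0475 in sample A, 0.0346 in sample B, 0.0512 in sample C, 0.0365 in sample D and 0.0432 in sample E. In the genes with changed Gcn5 and H4K16ac it was 0.0561, 0.0344, 0.0557, 0.0429 and 0.0524 in the same order. Sample B was the lowest in both sets, and from sample A it fell by 0.0129 and by 0.0217, against an SD of 0.00632 and 0.00616 over the other samples. The difference of sample B from sample A was -0.0625 and -0.0613 with the values and sets as deposited, a setting chosen after the data were seen, and -0.0696 and -0.0744 after quantile normalization.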

There is a clear transient reduction in Gcn5 levels in ORFs for both gene sets during stress adaptation (sample B) consistent with the transient depletion of Gcn5 on short genes. 

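In the genes with changed Gcn5 and H3K18ac, the mean H3K18ac level was 0.503 in sample A, 0.484 in sample B, 0.505 in sample C, 0.501 in sample D and 0.512 in sample E. The change of -0.0188 from sample A to sample B compares with an SD of 0.00508 over samples A, C, D and E. In the genes with changed Gcn5 and H4K16ac, the mean H4K16ac level was 0.0280, 0.0208, 0.0634, 0.0128 and 0.0438 in samples A to E. Sample B lay inside the range of the others. Relative to H3, both marks were lowest in sample B in their sets, also with values as deposited. With the same median, H3K18ac relative to H3 was 0.541 in sample B, against 0.568 to 0.616 in the other samples. H4K16ac relative to H3 was 0.0757, against 0.107 to 0.157.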

Figure 3C (left panel) shows that there is a similar tendency for a transient depletion of H3K18ac levels in the ORFs of the overlapping gene set during stress adaptation while there is no clearly detectable change for the H4K16ac gene set (Figure 3C right panel). 

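Mean H3 in the genes with changed Gcn5 and H3K18ac was -0.0734 in sample A, -0.0572 in sample B, -0.0632 in sample C, -0.0899 in sample D and -0.103 in sample E. In the genes with changed Gcn5 and H4K16ac it was -0.0788, -0.0549, -0.0668, -0.0973 and -0.113. With the same median, sample B had the highest level in both sets. As deposited, for the same genes, sample B was highest only in the second set. In the first set it was then -0.0605, against -0.0594 in sample A. In the first set its change from sample A was 0.0163 with the same median and -0.0012 after quantile normalization, so that its direction was not determined.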

Figure 3D shows the corresponding levels histone H3 for the selected sets of genes. The lower magnitude of the change in stress adaptation levels of H3K18ac compared to Gcn5 may indicate that there are alternative acetylation mechanisms, such as other HATs, which can compensate for the transient loss of Gcn5 on short genes. 

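Genes longer than 3 kb made up 28 of the genes with changed Gcn5 and H3K18ac (4.56%) and 21 of those with changed Gcn5 and H4K16ac (4.54%), against 8.79% of all genes analysed.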

The overlapping gene sets contain very few long genes. 

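Among the 526 genes longer than 3 kb, Gcn5 at the central 40% of the ORF was highest in sample B in 355 (67.5%), and H3K18ac was highest in sample B in 88 (16.7%). The counts in this paragraph were made with the same median only, and they depend on the offset of sample B. As deposited, the share of these genes with Gcn5 higher in sample B than in sample A was 63.5% in place of 76.2%. The Kruskal-Wallis test called Gcn5 in 46 of these genes, of which 28 had their highest level in sample B. It called H3K18ac in 49, of which 7 had their highest level in sample B. In 0 of the 28 genes called for both were Gcn5 and H3K18ac both highest in sample B. With H3K18ac highest in sample B in only 7 of 49 called genes, a low number would arise even if Gcn5 and H3K18ac were unrelated.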

While both the Gcn5 and H3K18ac re-localisation gene sets show a tendency for transient stress adaptation specific re-localisation to long genes, the genes involved do not overlap and therefore Gcn5 may be involved in the acetylation of a different target on long genes (data not shown).

**Figure 3:**
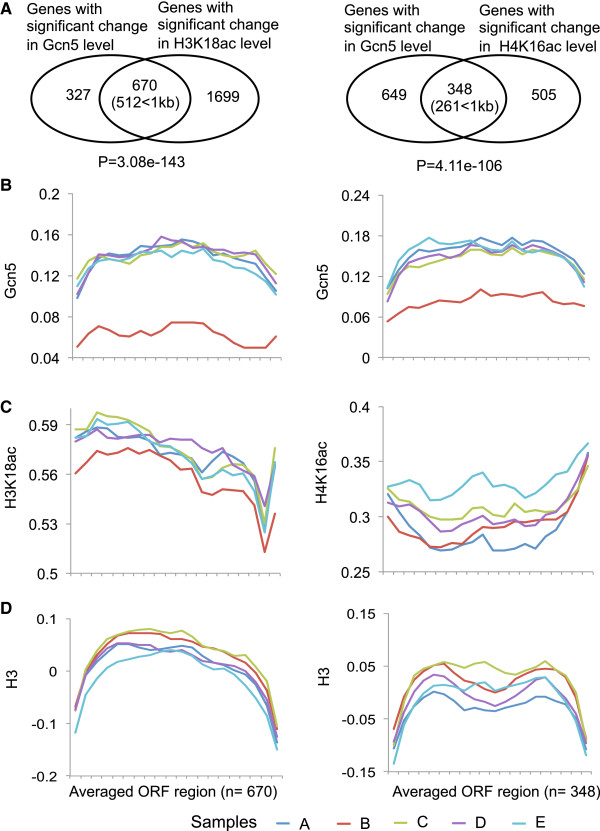
**Transient changes in levels of Gcn5 and H3K18ac during stress adaptation at ORF are correlated for a subset of genes.** A Significant overlap between gene ORFs with significantly (p < 0.05) changed Gcn5 localisation during the stress and recovery growth regime and genes ORFs with significantly (p < 0.05) changed H3K18ac (left panel) or H4K16ac (right panel) levels. The Venn diagrams show the number of overlapping and non-overlapping genes. The p-values show that the number of genes in the intersection is significantly greater than the number expected by chance. The overlapping genes (in parenthesis) are clearly overrepresented in the category of genes shorter than 1kb with p value of 1.73e-99 for the 670 intersection genes and 9.33e-45 for the 348 intersection genes after analysis by a hypogeometric test. **B**-**D** Transient reduction in the average level of Gcn5 during stress adaptation is accompanied by transient reduction in the levels of H3K18ac but not H4K16ac at ORF. The relative average levels (arbitrary units) of Gcn5 **(B)**, H3K18ac **(C)**, H4K16ac **(C)** and H3 **(D)** at ORF are plotted for the groups of overlapping genes defined in part A. The arbitrary units are independently defined for each of parts **A**-**D**. The number of genes in each group is shown in parenthesis. Line colors represent different samples taken during the stress and recovery growth regime.

### Regulated genes under stress adaptation do not show gene-length bias

A trivial explanation for the gene length dependent effects we have observed in ORFs would be that gene regulation during stress adaptation is correlated with gene length. To determine whether gene regulation is related to gene length during stress adaptation we performed gene expression profiling on RNA samples collected at the different sampling points in the stress and recovery regime (Samples A-E). A total of 854 genes were up or down regulated more than 1.8 fold in one or more of Samples B-E in relation to their level in Sample A. Overall comparison of these genes shows that the KCl-stress adaptation sample (Sample B) is most different from the other samples while Samples A and E, both representing steady-state growth on normal media, are most similar (Figure 4A).

**Figure 4:**
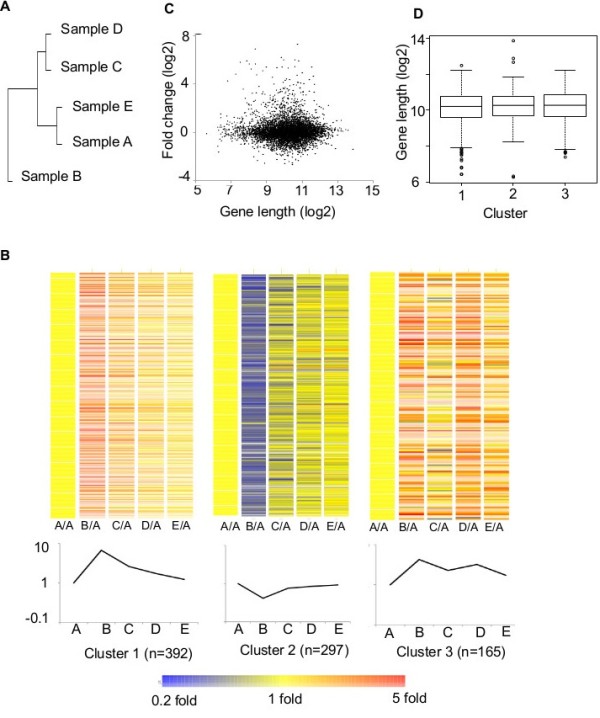
**Gene expression patterns during stress adaptation and recovery are not correlated with gene-length. A** Dendrogram showing the extent of overall RNA abundance level differences in samples collected during the stress and recovery growth regime. The 854 genes that show a change of at least 1.8-fold in at least one of samples **B**, **C**, **D**, and E in relation to sample A were included in the analysis. **B** Genes regulated during the stress and recovery growth regime can be grouped into clusters showing three main patterns of gene expression. Heat maps showing fold change values for genes in samples A-E in relation to their starting level (sample A), for each of the three k-means clusters identified from the 854 regulated genes identified in part A. Log2 transformed fold change values are represented by colors in the heat map and the color range of the heat map is shown by the scale bar. The average expression level values for each sample and cluster are shown in the lower panels and the number of genes in each cluster is shown in parenthesis. **C** Scatter plot showing the lack of any discernable correlation between gene regulation changes (stress adaptation sample B vs normal conditions sample A) and gene length. Log2 transformed fold change values are plotted against Log2 transformed gene length values. Spearman’s rank correlation coefficient rs= 0.0095 (p=0.4739). **D** Box plot shows difference in gene length distributions for the 3 clusters of regulated genes. The distribution of gene length (log2) for the 3 clusters of genes is shown. The median value is shown by black line.

In order to group the 854 genes into sub-groups characterised by their expression pattern through the stress and recovery regime we performed K-means clustering. Figure 4B shows that the genes cluster into three main groups and that the composition of the clusters is strongly influenced by gene expression patterns during stress adaptation (Sample B). Cluster 1 and Cluster 2 contain genes that are respectively induced or repressed during stress adaptation (Sample B). However, Cluster 3 contains genes that are induced both by stress adaptation (Sample B) and recovery from stress (Sample D). Genes in clusters 1 and 3 are over-represented in over-lapping but distinct sets of gene ontologies categories (Additional file 4). The cluster 1 categories tend to be more focused on stress response and metabolic processes while cluster 3 contains many categories related to stress response and ion transport. Cluster 2 genes, on the other hand, tend to be over-represented in categories related to the protein synthesis capacity of cells. The down-regulation of these genes may thus account for the pause in growth that occurs during stress adaptation.

The scatter plot in Figure 4C shows that there is no significant correlation between changes in RNA levels during stress adaptation and gene length when values for all genes are analysed (rs=0.0095, p=0.4739). A similar conclusion can be drawn if only the set of 854 regulated genes is analysed (rs=−0.08, p=0.2). Further, there is no discernable variation in the gene-length distribution for the three regulated gene clusters (Figure 4D). The role of Gcn5 on ORFs is likely to be connected to transcriptional elongation, in which Gcn5 has been suggested to play a role previously [12,14,19]. To confirm this and to determine whether the acetyltransferase activity of Gcn5 is required, we studied the sensitivity of strains lacking Gcn5 or expressing forms of the protein containing mutations in the HAT domain to Mycophenolic Acid (MPA). Mutants with transcriptional elongation defects are generally sensitive to MPA. Figure 5 shows that the strain lacking Gcn5 shows similar MPA sensitivity to a strain lacking the TFIIS transcriptional elongation factor. As expected, the sensitivity is overcome on plates containing guanine that relieves the MPA-mediated depletion of essential nucleotides. Mutants that decrease HAT activity (PKM and KQL) show similar MPA sensitivity to cells lacking Gcn5 while a HAT domain mutant that does not affect HAT activity (PKE) shows higher levels of MPA resistance. We conclude that the HAT activity of Gcn5 is required for transcriptional elongation and that this function may account for the localisation of Gcn5 on ORFs during the stress and recovery growth regime.

**Figure 5:**
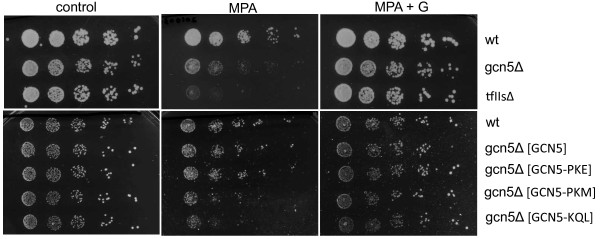
**The histone acetyltransferase activity of Gcn5 is required for transcriptional elongation.** The figure shows serial dilutions of wild type (wt) and mutant (gcn5Δ, tfIIsΔ, and gcn5Δ expressing different gcn5 HAT domain mutants) yeast cells spotted on normal growth media (control) or media containing the transcription elongation inhibitor, mycophenolic acid (MPA), or MPA together with extra Guanine (G), which counteracts the inhibition activity of MPA. Gcn5 derivatives expressed from plasmids are shown in square brakets: [GCN5] – wild type GCN5 and [GCN5-PKE] - HAT domain mutant with full catalytic activity as well as [GCN5-KQL] and [GCN5-PKM] HAT domain mutants with strongly reduced histone acetyltransferase activity (see [9]). TFIIS is an important basal transcription factor involved in transcriptional elongation.

### Transiently altered levels of Gcn5 and histone H3K18ac at promoter regions correlate with gene regulation during stress adaptation

The lack of any observable correlation between gene regulation and gene length prompted us to analyse Gcn5 and histone acetylation levels at promoter regions, which are expected to be involved in gene regulation. Surprisingly, there was no apparent change in the normalized Gcn5 levels at promoters for the three clusters of genes that are regulated during the adaptation and recovery growth regime (Additional file 5). Contrastingly, the average level of H3K18ac changes in a way that reflects the gene regulation patterns associated with clusters 1–3. 

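The average gene profiles were computed over all 5985 genes, and the members of clusters 1-3 were not analysed here. Relative to H3, H3K18ac in the 9 bins of the 5′ IGR, averaged over the 5 samples, rose from 0.562 in bin 1, at the middle of the intergenic region, to its highest level of 1.05 in bin 7. The rise of 0.488 was seen in each sample and lay between 0.405 in sample E and 0.565 in sample A.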

After correction for histone density (estimated by measurement of H3 levels) H3K18ac peaks upstream of the ATG at a position consistent with the transcription start site (Figure 6A). This peak is due to the presence of a H3 depleted region since no peak is observed in the uncorrected H3K18ac data. 

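Without correction, mean H3K18ac over all genes was 0.412 in the first bin of the 5′ IGR and 0.495 in bin 9, the highest bin of this region in the averaged profile, a rise of 0.0827. The highest level of the whole profile was 0.546 in the first bin of the ORF, and in no sample did a bin of the 5′ IGR exceed that ORF bin. Within the 5′ IGR, the highest uncorrected bin of samples A, B and D was bin 7, with 0.529, 0.470 and 0.521, and in samples C and E it was bin 9. The rise to the highest bin of the 5′ IGR was between 0.0670 in sample B and 0.111 in sample A. H3 had its lowest level in the 5′ IGR, -0.565, in bin 7, where H3K18ac relative to H3 was highest.

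**Figure D2:**
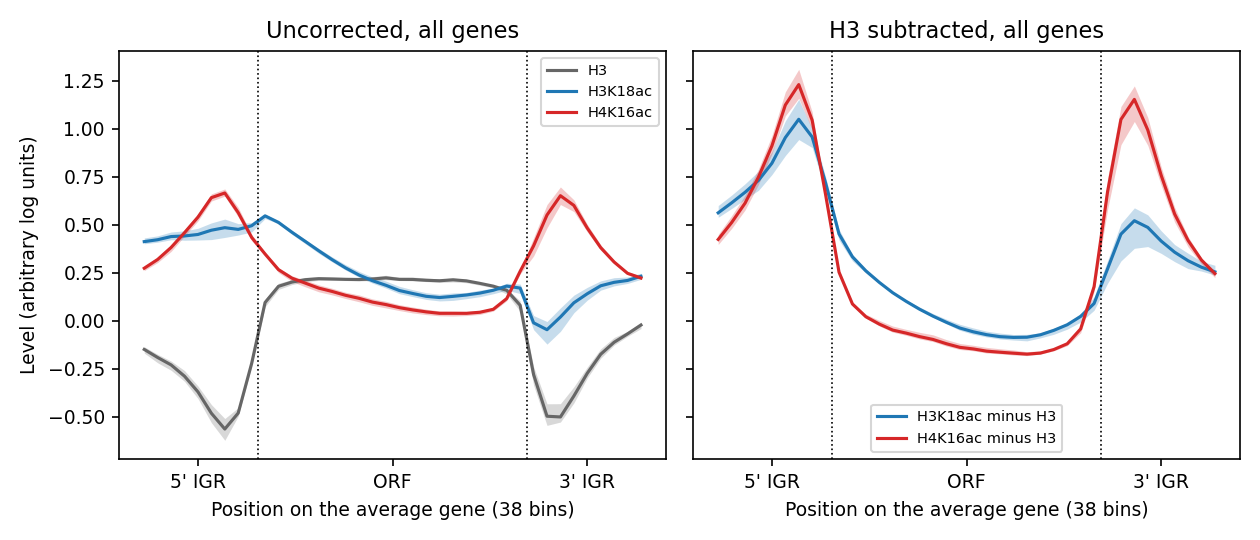
Average gene profiles of H3, H3K18ac and H4K16ac without correction (left) and of H3K18ac and H4K16ac after subtraction of H3 (right), in arbitrary log units over the 38 bins of the 5′ IGR, ORF and 3′ IGR. Lines are means over the 5 samples and the shading is their range. Without correction H3K18ac rises by 0.0827 over the 5′ IGR, and relative to H3 it has a peak in bin 7.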

Nucleosome depleted regions in the vicinity of the transcription start site have been described previously [20]. The levels of H4K16ac show a similar pattern to H3K18ac except that the extent of the differences between different samples from the stress and recovery growth regime is lower and the acetylation signals are more clearly concentrated in the promoter peak (Figure 6B). In this case the peak is evident even in the uncorrected data in which there are no observable condition-dependent differences, suggesting that the relatively small changes of H4K16ac in the corrected data are entirely due to changes in histone density (Additional file 5).

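Over all genes, uncorrected H4K16ac rose from 0.273 in the first bin of the 5′ IGR to 0.665 in bin 7. The rise of 0.392 was between 0.375 and 0.407 in the 5 samples, and sample B, at 0.398, lay inside the range of the others. The level itself was lower in sample B than in all other samples in bins 1 to 6 with the same median, with 0.520 in bin 5 against 0.528 to 0.558. The 5′ IGR relative to the ORF was 0.331 in sample B, below the range of 0.335 to 0.378 in the other samples. Relative to H3 the rise was 0.807 on average, with 0.861 in sample A, 0.813 in sample B, 0.807 in sample C, 0.808 in sample D and 0.748 in sample E. A second uncorrected H4K16ac maximum of 0.651 was found in bin 3 of the 3′ IGR. Condition-dependent changes in clusters 1-3 were not analysed here.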

**Figure 6:**
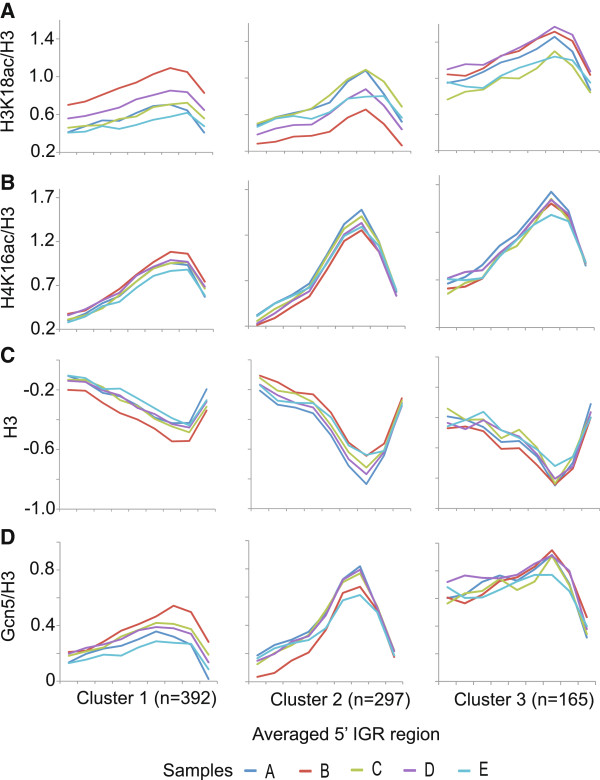
**Transient changes in gene expression during stress adaptation are associated with transient changes in the average levels of Gcn5 and histone acetylation relative to histone levels at promoters.** The relative average levels (arbitrary units) of H3K18ac **(A)**, H4K16ac **(B)**, H3 **(C)** and Gcn5 **(D)** at promoter are plotted. The arbitrary units are independently defined for each of parts A-D. H3K18ac, H4K16ac and Gcn5 levels are shown relative to H3 levels (see Additional file 4 for levels without normalization for H3 levels). Clusters 1–3 are the same as those identified in Figure 4 and the number of genes per cluster is shown in parenthesis. Line colors represent different samples taken during the stress and recovery growth regime.

Gcn5 has previously been implicated in nucleosome depletion and has the capacity to interact with acetylated histones via its Bromo domain [21]. With this in mind, we considered whether Gcn5 might be specifically associated with histones in the H3 depleted region of cluster 1 genes which show a transient increase in H3K18ac during stress adaptation (Sample B). Figure 6D shows that there is a transient increase in Gcn5 levels in relation to H3 levels in the histone depleted region of cluster 1 genes during stress adaptation (Sample B). Furthermore, Gcn5 and H3K18ac levels are transiently reduced for the down-regulated genes in cluster 2 genes at the same time point. We conclude that transient changes in the average level of histone associated Gcn5 and H3K18ac in promoters reflect transient changes in gene regulation that occur during adaptation to stress. We next determined whether the promoter levels of Gcn5, H3K18ac and H4K16ac were significantly correlated with the regulation of genes that were induced or repressed by at least 1.8 fold during stress adaptation. Figure 7A (left panel) shows that there is a highly significant tendency for the promoter peak H3K18ac level to correlate with the direction and level of gene regulation. However, we were not able to find significant support for correlation between gene regulation level and the levels of Gcn5 or H4K16ac at the same time period. To investigate this more closely, we divided the set of regulated genes into two sets of up- and down-regulated genes, respectively. No significant correlation of either of these sets with H4K16ac was found but a significant correlation of Gcn5 levels with up-regulated genes was found (Figure 7A, right panel). The inability to show a correlation between Gcn5 levels and the level of down-regulation may be due to technical difficulties associated with measuring low levels of Gcn5 enrichment. We conclude that changes in the promoter levels of Gcn5 and H3K18ac represent an important mechanism that regulates the activation of many genes.

**Figure 7:**
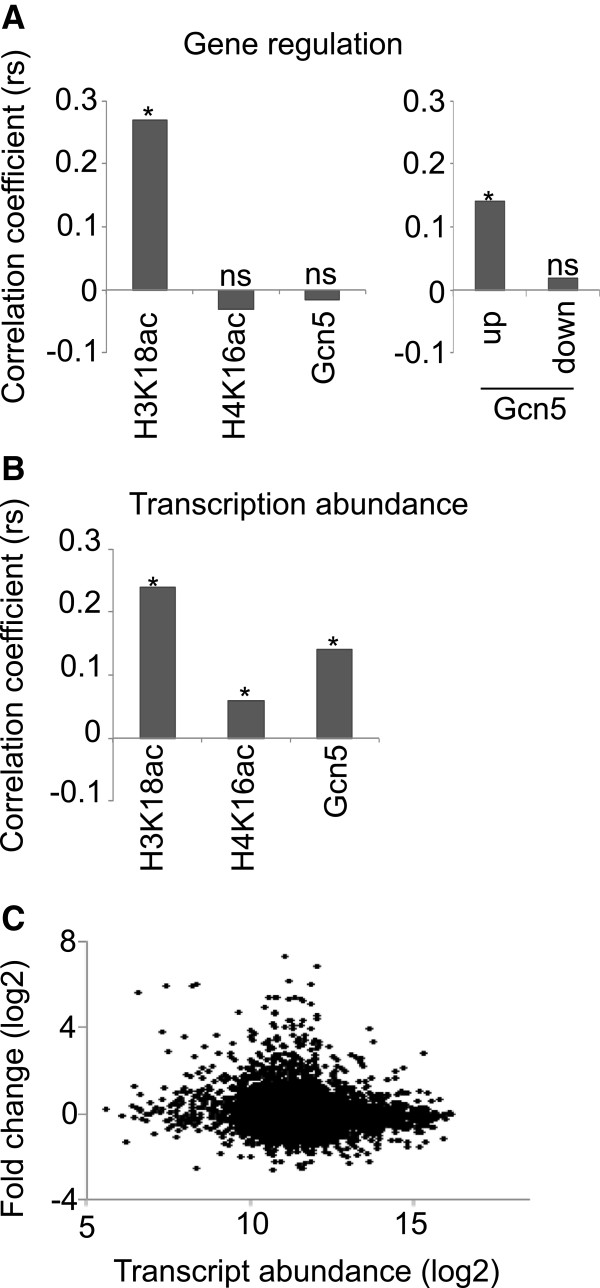
**The level of transient gene activation during stress adaptation is significantly correlated with the extent of the transient increase in H3K18ac and Gcn5 on corresponding promoters. A** Significant correlation between the extent of gene regulation during stress adaptation and levels of increased H3K18ac as well as between gene activation and Gcn5 levels that occur at the same time. The bar charts show the Spearman’s rank correlation coefficients (rs) for the levels of gene regulation during stress adaptation in relation to the levels of changes in H3K18ac, H4K16ac and Gcn5 (left panel) as well as for levels of up-and down-regulation during the same period in relation to the levels of changes in Gcn5 (right panel). Statistically supported correlation coefficients (*) as well as coefficients lacking statistical support (ns) are indicated. The p-values for comparison of regulation level with H3K18ac, H4K16ac and Gcn5 levels were 2.20E-16, 0.32 and 0.64 and for comparison between the levels of up- and down regulation with Gcn5 levels they were 4.81E-4 and 0.71, respectively. **B** Significant correlation between transcript abundance and levels of H3K18ac, H4K16ac and Gcn5. Annotations are as for part **A**. The p-values for comparison of transcript abundance with H3K18ac, H4K16ac and Gcn5 are 2.20E-16, 1.73E-05 and 2.20E-16, respectively. **C** No significant correlation between gene regulation level during stress adaptation and transcript abundance. Scatter plot showing Log2 transformed fold change values for the stress adaptation period plotted against Log2 transcript abundance values. The Spearman rank correlation coefficient is 0.004 (p=0.77).

H3K18ac has previously been regarded as a histone modification associated with highly expressed genes [22]. This is true for the present study (Figure 7B), where the level and significance of the correlation is similar to that shown for H3K18ac with regulated genes. There is also a significant correlation between transcript abundance and both Gcn5 and H4K16ac levels in the promoter peak. Figure 7C shows that there is no observable correlation between transcript abundance and the level of gene regulation (rs = −0.004, p = 0.77) and thus Gcn5 and H3K18ac appear to function together both to maintain the high expression level of highly expressed genes and to activate transcription of up-regulated genes. The molecular mechanism involved could be the same in each case (see Discussion).

## Discussion

Here we show that stress adaptation is a useful approach for studying the functions of HATs, which often show high levels of functional redundancy, making them difficult to study using mutant analysis in steady-state growth conditions. During stress adaptation when gene regulation activity is highly elevated, two clearly distinct genome-wide functions of the Gcn5 HAT are revealed. First, Gcn5 plays a gene regulatory role at promoters. Transient increases in Gcn5 and H3K18ac are well correlated with transiently reduced histone density in promoters and changes in Gcn5 and H3K18ac levels are also significantly correlated with the levels of gene regulation. Second, Gcn5 plays a transient role on the ORFs of long genes during stress adaptation, which is not generally correlated with gene regulation. This role probably involves the HAT activity of Gcn5, which is required for transcriptional elongation.

H318ac has mainly been regarded as a histone modification associated with highly expressed genes [22]. We show that a peak of H3K18ac in promoters is correlated with a similar peak in Gcn5, suggesting that Gcn5 is at least in part responsible for maintaining the high H3K18ac levels on highly expressed genes. However, highly expressed genes tend to be constitutively expressed and do not overlap significantly with the group of genes that are transiently regulated during stress adaptation. We observed that the co-localisation of Gcn5 and H3K18ac at the promoter region is correlated with the transient gene regulation during stress adaptation. The results suggest that similar mechanisms involving Gcn5 and H3K18ac may be involved in both maintaining constitutive high expression and activation of increased gene expression. The mechanism is likely to involve de-stabilisation of key promoter nucleosomes as has been observed for individual genes previously [21]. Our findings suggest that Gcn5 and H3K18ac levels are involved in gene regulation activity at a genome-wide level. This conclusion is consistent with bioinformatics findings that show high connectivity between H3K18ac and transcription factors [22]. Other highly connected modifications are H3K27ac, H2BK16ac, H3K23ac and H3K9ac. Thus the results we show H3K18 may reflect changes occurring at other acetylation sites that occur simultaneously. Consistent with our findings H4K16ac was very poorly connected to transcription factors [22] perhaps due to the important general role it plays in establishing boundaries between euchromatin and heterochromatin [23,24].

An interesting aspect of our results is that the stress adaptation associated changes in the promoter levels of Gcn5 are only evident if we measure Gcn5 levels in relation to histone levels. This is because the transient increase in Gcn5 and H3K18ac during stress adaption is accompanied by a simultaneous transient reduction in histone levels within the promoter, as measured by H3. This global trend is consistent with mechanistic studies of individual genes where acetylation of H3K18 has been shown to precede nucleosome loss at the transcription start site [21]. It is possible that activators recruit Gcn5 to promoters, as has been demonstrated in vitro [25,26], but that the residence time of Gcn5 on promoters is controlled by interactions with histones, either via active-site interactions with substrates during acetylation or more likely via interactions between the Gcn5 bromodomain and acetylated lysines. Interestingly, the Gcn5 bromodomain interacts with H4K16ac [27], the levels of which are much more mildly affected during stress adaptation than H3K18ac.

Measurement of Gcn5 levels in relation to histone levels may be significant in another context. Several reports have shown that Gcn5 levels (not corrected for histone levels) are elevated on a subset of repressed genes under different stress conditions [7,10,11,28] and a similar tendency is seen for the down-regulated genes in this study. This observation is somewhat unexpected given the documented role of Gcn5 as a transcriptional activator and to our knowledge no mechanism for Gcn5 mediated gene repression has been reported. Interestingly, histone density increases transiently in the class of repressed genes during stress adaptation and when this is taken account there is a clear transient reduction in the amount of Gcn5 in relation to histones within the promoter peak, which correlates well with the transiently reduced levels of H3K18ac observed for the same genes. We conclude that studying the chromatin associated levels of Gcn5 and perhaps other histone-associating proteins in relation to histone levels, as has been widely accepted for covalent modifications of histones [21], may provide a useful complement to existing approaches in functional studies of histone associating proteins.

Our data show that histone density tends to be higher on gene ORFs than on promoters and that H3K18ac and H4K16ac tend to be lower for the longer genes. 

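Mean H3 over all 5985 genes was 0.194 in the ORF and -0.332 in the 5′ IGR, averaged over the samples. The difference of 0.526 was between 0.509 in sample E and 0.542 in sample A. With the median over genes in place of the mean it was 0.434.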

Nucleosomes cause a considerable obstacle to elongating RNA polymerase [29] and their presence in ORFs has been shown to be important for suppressing aberrant intra-genic transcripts, which might be expected to interfere with the transcription of bona fide gene transcripts [30,31]. The density of histones and their degree of hypoacetylation on ORFs increase as a function of gene length. This might be expected, since the density of elongating RNA Polymerase on ORFs that is required to produce a given number of transcripts should be lower for longer genes. Consequently, the proportion of ORF chromatin that is subject to elongation-related hyperacetylation and nucleosome eviction will be lower for long genes than for short genes. 

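Across all genes, Spearman's rho between gene length and H3 at the central 40% of the ORF was between 0.145 in sample B and 0.217 in sample E. Between gene length and H3K18ac relative to H3 it was between -0.725 and -0.691 over the samples, and for H4K16ac relative to H3 between -0.445 and -0.378.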

Our results show that the HAT activity of Gcn5 is important specifically under conditions of nucleotide depletion (induced by MPA treatment) that limit transcriptional elongation. This result builds further on previous observations suggesting a role of Gcn5 in transcriptional elongation [12] and is consistent with the role that has been suggested for Gcn5 and other HATs in transiently opposing the inhibitory nature of ORF chromatin during transcriptional elongation [32,33].

The transient role of Gcn5 on long genes is unclear. Interestingly, mechanistic studies using individual artificial genes have shown a specific role of Gcn5 in the efficient transcription of long genes and that RNA Polymerase II density in gcn5Δ mutants is reduced at the 3′ end of long genes but that there is no difference at the 5′ end of the same genes nor in short genes [14,19]. Taken together with our results, this suggests that long genes are more susceptible to pausing and loss of elongating RNA Pol II prior to transcriptional termination and that Gcn5 is particularly well adapted to prevent this. The fact that Gcn5 localisation is not particularly correlated with gene length in normally growing cells suggests that there is significant redundancy between HATs with respect to this function, and that this special Gcn5 role is only revealed under conditions of highly elevated transcriptional reprogramming such as those seen during stress adaptation. In conclusion, by studying cells during stress adaptation we have been able to unveil two independent functions of Gcn5 that are not evident in cells growing under steady- state conditions. This represents an approach to studying redundant protein functions that is complementary to classical approaches using mutations individually or in combination.

## Conclusions

We show that reduced levels of redundancy during stress adaptation provide an opportunity for characterizing the genome-wide roles of redundant protein families in gene transcription. Gcn5 plays a gene regulatory role at many activated gene promoters, which is correlated to increased levels of H3K18ac. Gcn5 plays an unrelated genome-wide role on long gene ORFs, which is not correlated to gene regulation and probably involves acetylation of a target distinct from H3K18. Interpretation of the results shows that the levels of chromatin associated proteins can be considered in relation to histone levels as a valuable complementary approach to classical analysis methods. Analysis of data in this way appears to dispel previous indications that Gcn5 plays a role in transcriptional repression.

## Methods

### Strains, plasmid and growth conditions

The Gcn5-myc tagged strain (By4742, *MATα, his3-1, leu2-0, lys2-0, ura3-0* Gcn5- MYC13-KanMX6) is from [34]. Cells were cultivated at 30°C in YPD medium (1% yeast extract, 2% bacto peptone and 2% glucose) to a log phase density of 1 × 10^7^ cells/ml (sample A collection), then and diluted to 5 × 10^6^ cells/ml and subjected to stress by adding a equal volume of 30°C pre-warmed YPD medium containing 2M KCl. Sample B was collected 1hr after dilution. Growth in KCl- containing medium was continued until cells reached a density of 1 × 10^7^ cells/ml (sample C collection). Cells were pelleted and re-suspended in 30°C pre-warmed YPD without KCl at a density of about 2.5 × 10^6^ cells/ml. Sample D was collected 1hr after the medium change. After 2–3 generations of growth sample E was collected. Cell number was counted every hour. 100ml of Sample A-E with around 5×10^8^ cells were collected, one third of each sample was pelleted and frozen immediately in liquid nitrogen for RNA extraction to be used in gene expression profiling; the other two third of the each sample was pelleted and immediately processed by 1% paraformaldehyde fixation and frozen for ChIP-chip experiment. Two replicate cultures were grown on different occasions.

Details of *S. cerevisiae* strains lacking *GCN5* or expressing Gcn5 derivatives containing substitution mutations in the HAT domain are described elsewhere [7]. The strain lacking the TFIIS transcriptional elongation factor *(BY4742; Mat a; his3D1; leu2D0; lys2D0; ura3D0; YGL043w::kanMX4)* was obtained from Euroscarf [35] Spotting assays were performed by spotting 5-fold serial dilutions of cultures with a minimum cell density of 10^6^/ml. Cells were cultivated on synthetic complete medium (Bacto- yeast nitrogen base 0.67%, glucose 2%, bacto-agar 2%, amino acid mix 0.2%), with or without mycophenolic acid (MPA) at a final concentration of 30 μg/ml, or with MPA plus Guanine (final concentration 100 μg/ml).

### Gene expression profiling and ChIP-on-chip microarray experiments

Affymetrix GeneChip® Yeast Genome 2.0 Arrays were used for expression profiling. RNA was prepared by the hot phenol method as described previously [36]. Probe labeling and hybridization were performed according to the Affymetrix manufacture’s protocol.

Affymetrix GeneChip *S. cerevisiae* Tiling 1.0R arrays were used for ChIP-on-chip experiments. Antibodies directed against H3K18ac (ab1191), H4K16ac (ab61240) and Histone H3 (ab1191) were obtained from Abcam and were used at a 1:100 dilution for Chromatin Immuno-precipitation experiments. The antibody directed against Gcn5-myc was obtained from Sigma (M5546) and used at a 1:50 dilution in ChIP experiments. The ChIP-on-chip procedure was as described previously [12]. Probe labeling and hybridization were performed according to Affymetrix manufacture’s protocol.

### Data analysis

Gene expression profiling data analysis was processed with the RMA method using Affymetrix Expression Console software. Fold changes were obtained by comparing expression level to that under normal growth conditions (Sample A). K-means clustering [37] was used to identify different gene expression groups. Cluster dendrogram of conditions is performed by the core function in R packages (http://www.R-project.org). GO ontology analysis was performed using GOminer software [38] as described previously [7].

Raw ChIP-on-chip tiling array data from Affymetrix tiling arrays (CEL format) were analyzed using Tiling Analysis Software (TAS) from Affymetrix to obtain genome- wide ChIP signal (bar file). The data for the 5 samples (A-E) were normalized to the have the same median value. Average gene analysis was done using a procedure modified from [18]. Briefly, the signals corresponding to the ORF region of each gene in *S. cerevisiae* were divided into 20 equally sized bins. Signals from both the 5′IGR and 3′IGR were divided into 9 equal-sized bins. The 5′IGR was defined as a region starting at the middle of upstream intergenic regions and ending at the nucleotide preceding the initiation codon. The 3′IGR was defined as the region starting immediately after the stop codon and ending at the middle of the intergenic region. The Java code for average gene analysis is available by request. Correlation analysis was performed by calculating the Spearman rank correlation coefficient and associated p-value using the basic function in R package (http://www.R-project.org).

Since the modification of histones can only occur in chromosomal regions in which relevant histones are present, it is common practice to view levels of histone modifications in relation to histone levels, as used in this study [21]. While this approach is useful, it also has limitations since in the extreme case, where no histones are present in a region, the denominator in the normalization would be zero, leading to the interpretation that modification level would be infinitely high. The approach should thus be used with caution and as a complement to classical microarray normalization methods that do not involve correction for histone density, which are also used in this study.

### ChIP-qPCR

Bio-Rad iQ™ SYBR green super mix (Cat. No. 170–8880) was used for ChIP-qPCR reactions, PCR reactions were conducted using a Bio-Rad “i cycler” Thermal cycler with the following settings: 95°C for 3min, then 40 cycles at 95°C for 15 sec, 57°C for 30 sec and 72°C for 30 sec. Internal control genes for which Gcn5 levels were not expected to change were chosen based on the ChIP-chip data. The primer sequences for control genes and long genes are described in Additional file 6.

### Data access

The project data is available at Gene Expression Omnibus (GEO) http://www.ncbi.nlm.nih.gov/projects/geo under accession number: SuperSeriesGSE 36601. Subset series GSE36599 is the expression profiling array data and subset series GSE36600 is the tiling array data.

## Abbreviations

HAT: Histone transferase; HDAC: Histone deacetylase; GEO: Gene Expression Omnibus; GO: Gene Ontology; MPA: Mycophenolic Acid; TAS: Tiling Analysis Software; TSS: Transcription start site

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contribution

YX-F designed the experiment, performed the experiment and performed the data analysis. She interpreted results and contributed to writing the paper. AW conceived the study, interpreted results and contributed to writing of the paper. JH wrote scripts to solve problems with the tiling array data analysis. TB proofread the version to be published. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Shows ChIP-qPCR results for Gcn5 level changes between stress adaptation and normal condition for long genes. Click here for file

Additional file 2 Shows the average acetylation levels of different gene length groups for 11 lysine sites. Click here for file

Additional file 3 **Shows gene length associated differences in average levels of H3K18ac and H4K16ac at ORFs in samples taken during the stress and recovery growth regime with H3 normalisation (in comparison with Figure **2** which is without H3 normalisation).** Click here for file

Additional file 4 Shows enriched Gene Ontology groups for regulated genes during stress adaptation and recovery regime. Click here for file

Additional file 5 Shows the transient changes in gene expression during the stress and recovery growth regime in correlation with the transient changes in average levels of Gcn5 and histone acetylation at promoters. Click here for file

Additional file 6 Shows the primer sequences for the ChIP-qPCR. Click here for file

# Supplementary material for: Distinct roles of the Gcn5 histone acetyltransferase revealed during transient stress-induced reprogramming of the genome
**Source:** BMC Genomics. 2013 Jul 16;14:479. doi: 10.1186/1471-2164-14-479
**Supplement:** Additional file 1 — Shows ChIP-qPCR results for Gcn5 level changes between stress adaptation and normal condition for long genes.

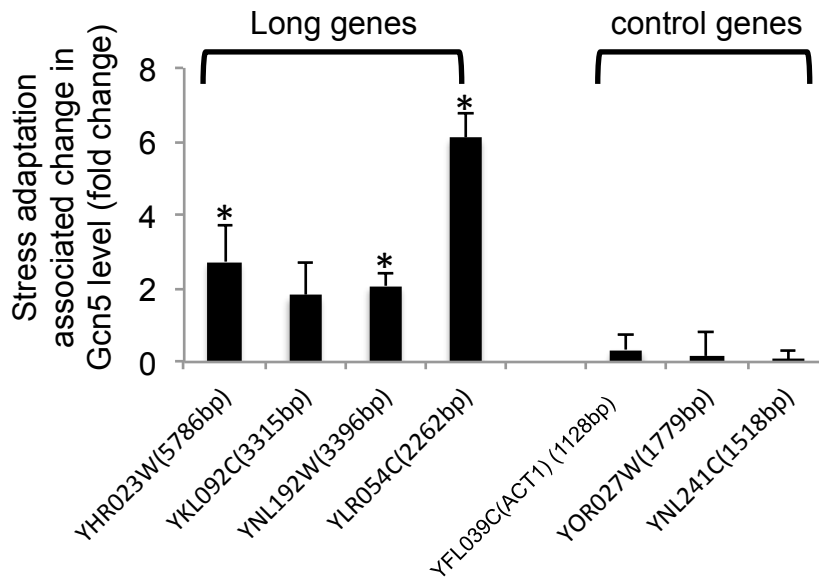

**Long genes have higher Gcn5 level under stress adaptation by ChIP-qPCR.** Fold change of Gcn5 level between stress adaptation conditions (sample B) and normal conditions (sample A) are plotted. Gene length for long genes (left panel) and controls (right panel) are indicated. \*  $p < 0.05$ , t-test of fold change significance for long genes compared to the *ACT1* gene (YFL039C)

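In ChIP-qPCR, the DNA recovered with the antibody against Gcn5 is quantified by PCR at single genes with the primers of Additional file 6, which measures the change at each gene without an array. According to the methods, the control genes themselves were picked with the ChIP-chip data. The qPCR values were not analysed here.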

# Supplementary material for: Distinct roles of the Gcn5 histone acetyltransferase revealed during transient stress-induced reprogramming of the genome
**Source:** BMC Genomics. 2013 Jul 16;14:479. doi: 10.1186/1471-2164-14-479
**Supplement:** Additional file 2 — Shows the average acetylation levels of different gene length groups for 11 lysine sites.

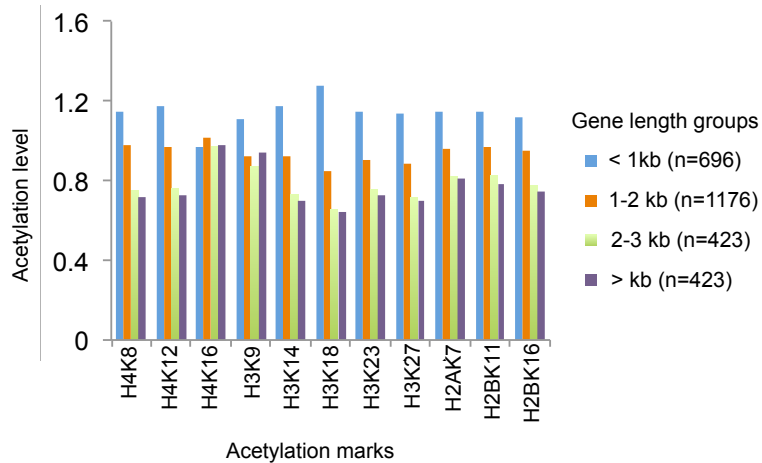

**Average acetylation level at ORF is negatively correlated with gene length for most lysine sites.** Average acetylation level at ORF is plotted for different length groups as indicated (arbitrary unit) . The number of genes in each group is shown in parenthesis. Data are from (Pokholok et al., 2005)

# Supplementary material for: Distinct roles of the Gcn5 histone acetyltransferase revealed during transient stress-induced reprogramming of the genome
**Source:** BMC Genomics. 2013 Jul 16;14:479. doi: 10.1186/1471-2164-14-479
**Supplement:** Additional file 3 — Shows gene length associated differences in average levels of H3K18ac and H4K16ac at ORFs in samples taken during the stress and recovery growth regime with H3 normalisation (in comparison with Figure 2 which is without H3 normalisation).

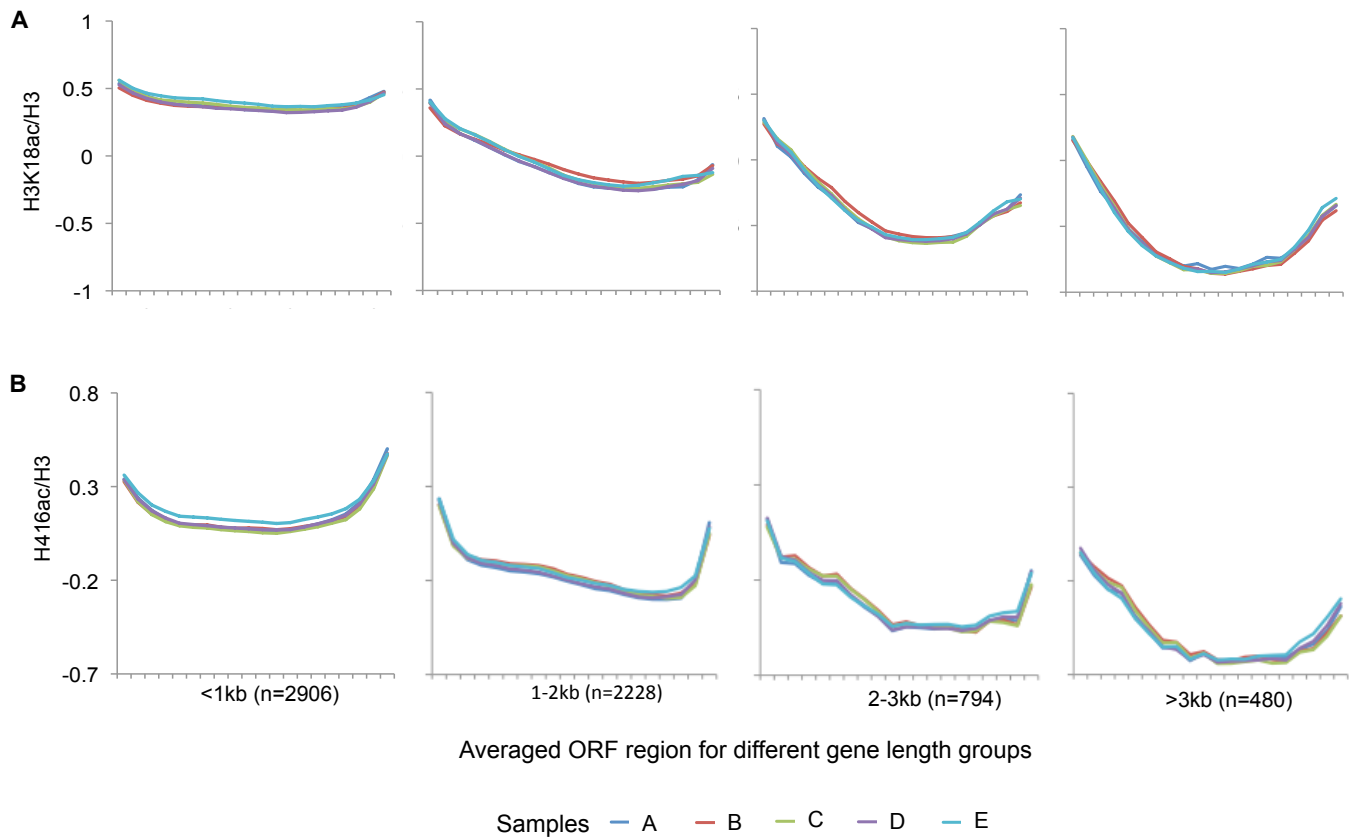

**Genome-wide gene length associated differences in average levels of Gcn5, H3K18ac, H4K16ac and H3 at ORF in samples taken during the stress and recovery growth regime.** The relative average levels (arbitrary units) of H3K18ac (A) and H4K16ac (B) relative to histone H3 at ORF are plotted. The arbitrary units are independently defined for ChIP antibodies. The criteria defining the gene-length groups are shown. The number of genes in each group is shown in parenthesis. Line colors represent different samples taken during the stress and recovery growth regime.

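Relative to H3, the mean H3K18ac level at the ORF in sample A was 0.390 for genes shorter than 1 kb, -0.144 for 1-2 kb, -0.532 for 2-3 kb and -0.734 for genes longer than 3 kb. In sample B it was 0.376, -0.0910, -0.501 and -0.750. The H4K16ac level relative to H3 was 0.0934, -0.204, -0.402 and -0.572 in sample A and 0.0922, -0.172, -0.386 and -0.549 in sample B. Because the values are on a log scale, the level relative to H3 was computed as a difference, gene by gene and within the same sample.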

# Supplementary material for: Distinct roles of the Gcn5 histone acetyltransferase revealed during transient stress-induced reprogramming of the genome
**Source:** BMC Genomics. 2013 Jul 16;14:479. doi: 10.1186/1471-2164-14-479
**Supplement:** Additional file 5 — Shows the transient changes in gene expression during the stress and recovery growth regime in correlation with the transient changes in average levels of Gcn5 and histone acetylation at promoters.

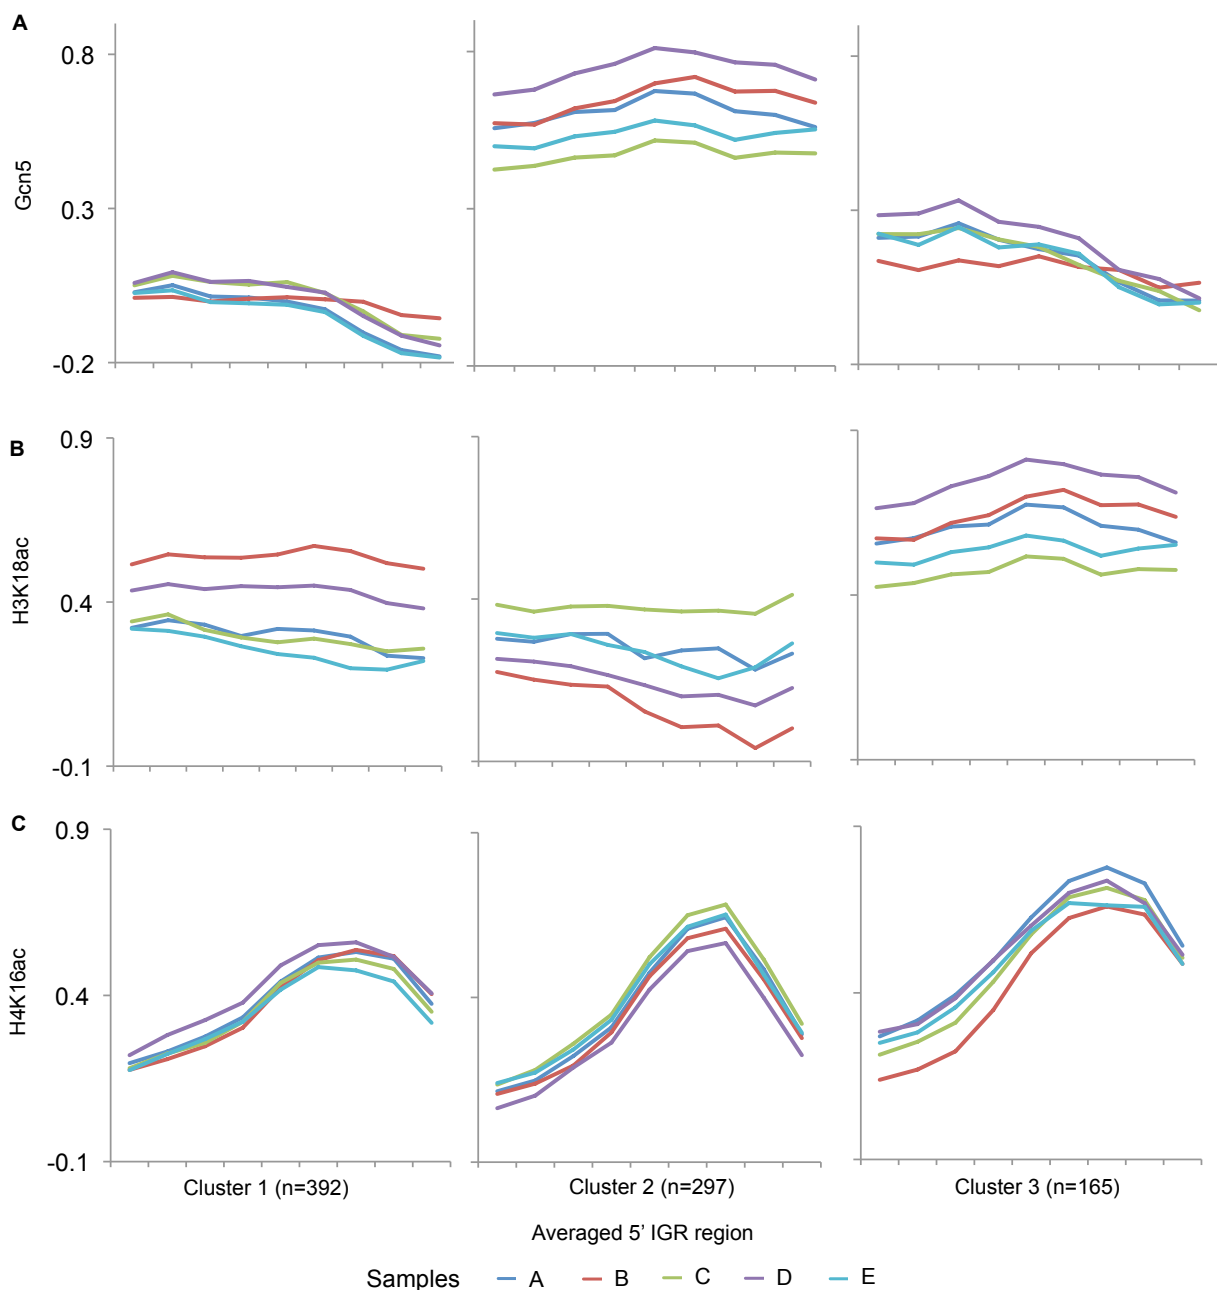

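The levels in this supplement are without H3 correction, so that a change in histone density at the promoter is part of them. Mean uncorrected levels in the 5′ IGR over all 5985 genes are given with the same median. H3K18ac was 0.476 in sample A and 0.439 in sample B, and H4K16ac was 0.491 and 0.464. Gcn5 was -0.0629 in sample A and -0.0167 in sample B. As deposited, Gcn5 was -0.0596 in sample A and -0.0433 in sample B, inside the range of -0.0636 to -0.0249 in the other samples. The clusters 1-3 were not analysed here.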

**Transient changes in gene expression during stress adaptation are associated with transient changes in the average levels of histone H3K18 acetylation at promoter.** The average levels (arbitrary units) of H3K18ac (A), H4K16ac (B), and Gcn5 (C) at promoter are plotted. The arbitrary units are independently defined for each ChIP antibodies. Clusters 1-3 are the same as those identified in Fig. 4 and the number of genes per cluster is shown in parenthesis. Line colors represent different samples taken during the stress and recovery growth regime.

How the deposited data were processed for this re-analysis (not part of the article)

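Yeast cells were sampled before stress (sample A), 1 hour after transfer to 1 M KCl (sample B), after adaptation to KCl (sample C), 1 hour after return to medium without KCl (sample D) and after recovery (sample E). Gcn5, H3K18ac, H4K16ac and H3 were measured by ChIP-chip in each sample. There were 20 files, 1 for each of 4 antibodies and 5 samples, and the 2 cultures the paper describes are not kept apart in them. Samples were grouped by antibody and sample letter only.

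The authors hybridised the DNA to Affymetrix *S. cerevisiae* Tiling 1.0R arrays, computed the genome-wide ChIP signal with Affymetrix Tiling Analysis Software and state that the 5 samples were normalized to the same median, over positions they do not name. The deposited values are a score, a log-scale ChIP signal in arbitrary units whose base the paper's text does not name, already averaged by the authors over 9 bins of the 5′ IGR, 20 bins of the ORF and 9 bins of the 3′ IGR, 38 bins per ORF. Probe positions, the genome build and the annotation release are not stated in the files. No depth applies to array values, and the number of arrays limits the precision.

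Each file lists 6685 ORFs. Of these, 6 had no values and 1, YJR162C, reached an absolute value of 343.2 and was left out because values above 20 were taken as extrapolated. The names of 6006 ORFs were found in the RefSeq gene table of assembly R64, which was used only for names, lengths, types and neighbours. The 5985 nuclear protein-coding genes with values were analysed, 89.6% of the ORFs with values. Between 1.56% and 1.60% of the bins in a file lay exactly midway between their neighbours and were kept. The Gcn5 file of sample A held 2911 values of exactly 0 and the H4K16ac file of sample E held 1325; the other files held none.

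For each antibody the 5 samples were brought to one median over all bins of the genes analysed. The common value was the mean of the 5 deposited medians, -0.0636 for Gcn5, 0.282 for H3K18ac, 0.213 for H4K16ac and 0.131 for H3. A common median of 0 had been used at first, and the mean of the medians was adopted after the levels had been compared with those in Fig. 2, so that levels stay on the paper's scale. This choice alters levels only, and no difference between samples, genes or categories. The level at the ORF was the mean of the 8 bins in its central 40%. H3 correction was the subtraction of the H3 value of the same gene, bin and sample.

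For each length category, limits 1, 2 and 3 kb, the mean over genes was computed per sample, and the change from sample A to sample B was set against the range and the SD of samples A, C, D and E. The median change of a category or gene list was also placed among 10000 random lists of the same size matched on mean level in 20 strata. With 1 value per condition no test between conditions was run and no p-value across genes is given. Genes with changed levels were those with an unadjusted Kruskal-Wallis p below 0.05 over the 20 ORF bins. The test had been planned over single probe positions, and the overlap of gene sets was to be matched on their number. Because the files hold bins, bins and gene length were used in their place.

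Genes named in the text are those the paper names by systematic name, the 3 genes longer than 3 kb with the largest rise and the 3 genes shorter than 1 kb with the largest fall of Gcn5 from sample A to sample B, among genes that do not overlap another gene, lie at least 20 kb from a chromosome end and have a sample B value outside the range of the other samples. The rule also asked for at least 10 probe positions. It was replaced by the condition that no bin of the central 40% lies exactly midway between its neighbours, which left 328 genes longer than 3 kb and 1288 genes shorter than 1 kb. The number of probes behind a short gene is therefore unknown. A list of 153 ribosome biogenesis genes and a list of 103 stress-induced genes were written before the data were examined.

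Alternatives covered the normalization, the part of the ORF, mean or median over genes, the genes included, the sample used for comparison, the H3 correction and the test for changed genes. The functions were tested on simulated Gcn5 values for the 5985 genes. The Kruskal-Wallis test called 96.0% of 200 shifted genes and 0.121% of 5785 unshifted ones, a length difference of 0.1 was recovered as 0.102, and a list of 100 shifted genes lay at the 100.0th percentile. The simulated bins had independent noise around the mean profile of each gene. The shift of the 200 genes was larger than this noise and than the mean Gcn5 change of any length category. The 96.0% therefore does not apply to changes as small as those of the categories. With the profile removed the test called 4.75% of unshifted genes, so that the shared profile makes it call fewer than its threshold of 0.05. Correlated noise, which real arrays have, was not simulated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used. The ChIP-qPCR measurements, the gene expression data and the members of the expression clusters were not analysed here.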

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

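The tests of technical explanations in this part, quantile normalization and the same mean were chosen after the result was seen, whereas the values as deposited and the median over genes were alternatives set before. Gcn5 in the 3′ IGR, a region for which the paper gives no values by sample, was higher in sample B than in each of the other samples. The mean over 5985 genes was 0.00691 in sample B, against -0.110 in sample A, -0.0798 in sample C, -0.0979 in sample D and -0.118 in sample E, so that the change from sample A to sample B was 0.117, with an SD of 0.0165 over samples A, C, D and E. It was 0.0868 with values as deposited, 0.0601 after quantile normalization and 0.0732 with the same mean, with sample B highest under each of these. With the median over genes in place of the mean, the change relative to the ORF was 0.0468 in place of 0.107. With the same median, sample B was the highest of the 5 samples in 56.8% of the genes, where 20% would be expected by chance. The rise was largest in bins 1 to 3 behind the stop codon (0.180, 0.215 and 0.195) and fell to 0.0390 in bin 9. It was seen in each length category, from 0.0931 for genes shorter than 1 kb to 0.150 for genes of 2-3 kb.

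Several technical explanations were argued against by the tables. An offset of the whole array would move 3′ IGR and ORF alike, but the 3′ IGR rose by 0.107 relative to the ORF, against an SD of 0.0206 over the other samples. A low sample A was not the reason, since sample B exceeded the mean of samples C, D and E by 0.0845 in the same measure. The promoter of a downstream gene in tandem was not needed, since the rise relative to the ORF was 0.125 for the 3079 genes with a convergent downstream neighbour and 0.0894 for the 2886 genes with one in tandem. A higher signal at all intergenic DNA would raise the 5′ IGR as much, but its change relative to the ORF was 0.0367, with sample B inside the range of the other samples. This argues against it as the whole cause only. Relative to the ORF, the 5′ IGR changed by 0.0550 where the upstream gene is in tandem, with sample B above the range of the other samples, and by 0.0198 where it is divergent, with sample B inside the range. The mean of the 5′ IGR itself was -0.0167 in sample B, above the range of -0.0728 to -0.0336 in the other samples, and as deposited it was -0.0433, inside their range. With the same median, sample B was also above all others in bins 4 to 9 of the 5′ IGR, with a change of 0.0883 in bin 8. A smaller rise at other intergenic DNA therefore stays open as a part of the pattern. H3 in the 3′ IGR relative to the ORF changed by -0.0143, inside the range of the other samples. This mean hides opposite changes. In bins 1 to 3, where Gcn5 rose most, H3 itself changed by -0.0590, -0.0441 and 0.0163. In each of these bins H3 in sample B lay inside the range of the other samples. The rise had little relation to the change in the ORF, with a Spearman's rho across genes of 0.174.

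A property of the sample B arrays or cultures other than the stress and an effect of the stress cannot be told apart, since there is only 1 deposited Gcn5 file for sample B. That Gcn5 moves to the region behind the stop codon during stress adaptation stays open as a hypothesis, which the paper does not report.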

How the results depend on the processing

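The alternatives were set before the data were examined, except for the same mean over all bins, the comparison with samples C, D and E, all ORFs with values, and the values as deposited for the changed genes and their overlap, which were chosen after the data were seen. With 1 value per condition, a value was taken as moved where it changed by more than the SD of the reported value over samples A, C, D and E, and as reversed where a value of sample B outside the range of those samples changed sign. Counts were taken as moved beyond 1.5 times. Of 149 recomputed values, 83 stayed within these limits, 62 moved and 4 reversed. Some of the 83 could not move, since one offset per array cancels in a difference within an array. No paired analysis was possible because each condition has 1 file and the result comes from no replicate test.

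The difference in the Gcn5 change between genes longer than 3 kb and shorter than 1 kb was positive in all 11 alternatives, from 0.0483 over the whole ORF to 0.123 with H3 subtracted. Values as deposited and the same mean could not alter this difference, so they do not test it. It was 0.0838 against the mean of samples C, D and E. The change on genes shorter than 1 kb was negative in 10 of 11 alternatives, and the change on genes longer than 3 kb was positive in all 11. Values by category depended on the offset of sample B. As deposited the changes were -0.0398 for genes shorter than 1 kb, -0.0169 for 1-2 kb (reversed), 0.0186 for 2-3 kb and 0.0305 for genes longer than 3 kb. After quantile normalization they were -0.0444, -0.0144 (reversed), 0.0194 and 0.0317, and with the same mean over all bins -0.0534, -0.0305 (reversed), 0.00498 and 0.0169, in the same order. The cause is the construction of these settings in part, since as deposited and with the same mean only one offset per array differs. Against the mean of samples A, C, D and E the changes were -0.0014, 0.0264, 0.0604 and 0.0790, and against the mean of samples C, D and E they were 0.00139, 0.0308, 0.0643 and 0.0852. Over the whole ORF the change was 0.0330 for 2-3 kb and 0.0446 for genes longer than 3 kb. With H3 subtracted it was -0.0336 for genes shorter than 1 kb, 0.00297 for 1-2 kb and 0.0890 for genes longer than 3 kb. For these the cause was not tested.

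The difference between genes longer than 3 kb and shorter than 1 kb, averaged over the samples, kept its sign in all alternatives for H3K18ac, H4K16ac and H3. For H3K18ac it moved to -0.786 over the whole ORF, -0.99999 with the median over genes, -1.01 for genes that do not overlap another and -1.14 with H3 subtracted. For H4K16ac it moved to -0.445 over the whole ORF, -0.512 for genes that do not overlap another and -0.663 with H3 subtracted. For H3 it moved to 0.0910 with the median over genes. The change of the difference from sample A to sample B, which lay inside the range of the other samples, moved for H3K18ac to -0.00111 with H3 subtracted, and for H4K16ac to -0.0613 with the median over genes and 0.0243 with H3 subtracted. The cause was not tested.

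Counts of changed genes stayed within 1.5 times for the central 40% of the ORF, quantile normalization, values as deposited and all ORFs with values. The Friedman test called 3674 genes for Gcn5, 5331 for H3K18ac and 5132 for H4K16ac, with 3407 and 3296 genes in the overlaps of Gcn5 with H3K18ac and H4K16ac. After Benjamini-Hochberg adjustment 533 genes were left for Gcn5 and 678 for H4K16ac, with 400 and 282 genes in the overlaps; the stricter threshold is the cause by construction. The overlap of Gcn5 with H3K18ac was 2.10 times the product expectation, 2.72 times after adjustment and 1.04 times with the Friedman test.

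In the overlap sets, Gcn5 fell from sample A to sample B in each alternative. With H3K18ac as the other mark the change was -0.0209 at the central 40% of the ORF, -0.0696 after quantile normalization and -0.0625 as deposited, and with H4K16ac it was -0.0283, -0.0744 and -0.0613. H3K18ac changed by -0.0132 at the central 40% and -0.0314 as deposited. H3 in the H3K18ac set reversed to -0.0012 after quantile normalization. The cause was not tested.

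In the average gene profiles no value reversed. With the median over genes, the difference in H3 between ORF and 5′ IGR was 0.434, the rise of uncorrected H3K18ac in the 5′ IGR to the highest bin of each sample 0.103 (0.0913 with the mean over genes), that of uncorrected H4K16ac 0.328 and the Gcn5 change in the 3′ IGR relative to the ORF 0.0468. For genes whose upstream neighbour is in tandem, the difference in H3 was 0.547, and the rise in the 5′ IGR was 0.578 for H3K18ac and 0.914 for H4K16ac relative to H3, and 0.162 and 0.460 uncorrected. The cause was not tested.

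Alternatives that need probe positions were not run, namely the minimum of 10 probe positions, a thinned set of probe positions and a fixed window upstream of the ATG. The test over the 20 ORF bins, planned as an alternative, became the reported one. Signal over background cannot be given from the bins.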

Differences from the paper's values

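Values in the paper's figures were read by eye after the values here were known. Some of the readings were changed on a second look at the figures. A value was taken as different when it was further away than the reading error and than the SD over samples A, C, D and E. Levels are given with the 5 samples at one common median, set to the mean of the deposited medians after a first comparison with Fig. 2. With a common median of 0, every level would differ from the figures by that constant. The gene categories are not the same either. Fig. 2 counts more genes shorter than 1 kb and fewer genes longer than 3 kb than were analysed here, and levels for all ORFs of the files were not computed by length because 679 of them are not in the annotation.

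For genes shorter than 1 kb in sample A, the paper's Gcn5 level is about 0.0 in Fig. 2A, read by eye, and the value here was -0.0118. Of the alternatives set before the data were examined, values as deposited, quantile normalization, the whole ORF and the removal of genes near chromosome ends fell within these limits, and scaling to one interquartile range, the median over genes, genes that do not overlap another and H3 subtraction did not. For the same genes in sample B the paper's level is about -0.045 in Fig. 2A, read by eye, and the value here was -0.0216. Values as deposited (-0.0483), quantile normalization and the median over genes fell within these limits, and the other alternatives did not. For genes longer than 3 kb in sample B the paper's level is about -0.09 in Fig. 2A, read by eye, and the value here was -0.0663. Values as deposited (-0.0929), quantile normalization and the whole ORF fell within these limits, and the other alternatives did not.

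In the genes with changed Gcn5 and H3K18ac, the paper's Gcn5 level is about 0.14 in sample A and about 0.065 in sample B in Fig. 3B, read by eye, and the values here were 0.0475 and 0.0346. In the genes with changed Gcn5 and H4K16ac the paper's levels are about 0.16 and about 0.085 in Fig. 3B, read by eye, and the values here were 0.0561 and 0.0344. In Fig. 3C the paper's level in sample A is about 0.57 for H3K18ac and about 0.28 for H4K16ac, read by eye, and the values here were 0.503 and 0.0280. Neither alternative set before the data were examined, the central 40% of the ORF or quantile normalization, reached these values, and neither did values as deposited, chosen after the values were seen. The members of the paper's sets were not analysed here.

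The paper states that the change of acetylation with gene length is smaller per histone than without correction. Here the difference between genes longer than 3 kb and genes shorter than 1 kb went from -0.969 to -1.14 for H3K18ac and from -0.494 to -0.663 for H4K16ac when H3 was subtracted, and so became larger in size.

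The paper states that genes with changed H3K18ac also tend to shift toward long genes in sample B. Here, with the same median, 7 of the 49 genes longer than 3 kb with changed H3K18ac had their highest level in sample B. So had 16.7% of all genes longer than 3 kb, where 20% would be expected by chance. Genes of 2-3 kb were not counted in this way, and their mean H3K18ac went the other way. It was -0.222 in sample B, above the range of -0.289 to -0.238 in the other samples. As deposited it was -0.231, above their range of -0.270 to -0.248.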

Other observations

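The tests of signal compression, of an array offset on the difference between long and short genes, of the H3 value shared by ratios and of both gene lists were set before their results were seen. The other tests in this part were chosen after the result was seen. A test of GC content of the ORFs, also set before, was not run because no genome sequence was used here.

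The fall of Gcn5 on short ORFs and its rise on long ORFs in sample B was tested against technical explanations. A narrower range of the sample B signal was argued against as the whole cause, since the change in the difference between long and short genes was 0.048 among genes matched on their mean level in samples C, D and E, or 68.3% of its unmatched size. The range at the central ORF was narrower in sample B, with an SD across genes of 0.203 against 0.204 to 0.211 in the other samples, and an interquartile range of 0.1996 against 0.208 to 0.218. Over all bins it was not, since the SD of 0.383 and the interquartile range of 0.387 in sample B were the widest of the 5 samples. The remaining part went with the level of the genes. No single offset can produce the difference between long and short genes, which was at least 0.0703 with the same median, quantile and interquartile settings. For the fall on short genes alone the offset stays open. As deposited it was -0.0398, outside the range of the other samples, and with the same median it lay inside that range, so that a loss from short genes and an offset of sample B cannot be told apart. A property of the sample B arrays or cultures other than the stress cannot be told apart from the stress either, since there is only 1 deposited Gcn5 file for sample B.

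At promoters, the changes of Gcn5 and of H3K18ac from sample A to sample B, both relative to H3, had a Spearman's rho of 0.555 across genes. With Gcn5 shuffled between genes 1000 times and H3 kept, the median rho was 0.475 and the highest 0.505, and without H3 correction rho was 0.114. Most of the correlation is therefore consistent with the H3 value that both ratios share, and a smaller part beyond it stays open. These values cover all genes and not the paper's clusters, and genes are not independent replicates.

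At the ORF, H3K18ac and H4K16ac changed together from sample A to sample B, with a Spearman's rho of 0.540 across genes. Histone density shared by both marks was argued against, since the partial rho given the change of H3 was 0.532. Among the 10 pairs of samples, rho was between 0.216 and 0.484 for pairs without sample B and between 0.0344 and 0.540 for pairs with it. Whether the value from sample A to sample B reflects the stress or differences present between any pair of samples cannot be told apart, since the highest value without sample B, 0.4843, is close and no replicates give a spread. Between Gcn5 and H3K18ac rho was -0.0072 from sample A to sample B.

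The stress-induced list, of which 101 of 103 genes were found, was tested for a rise of H3K18ac at promoters in sample B. The median change in the 5′ IGR was 0.178, at the 100.0th percentile of random lists matched on level, and 0.311 relative to H3, also at the 100.0th percentile. The mean was 0.785 in sample B and also 0.785 in sample D, taken 1 hour after the return to medium without KCl, against 0.600 in sample A. Gcn5 at the same promoters did not rise beyond random lists. Its median change was 0.0276, at the 20.74th percentile, and it was -0.00246 as deposited, so that its direction depends on the offset. H3 fell by 0.147 at these promoters, so that Gcn5 relative to H3 changed by 0.165, at the 100.0th percentile. H4K16ac changed by -0.0814, at the 0.0th percentile, and its mean of 0.368 in sample B lay below the range of 0.455 to 0.540 in the other samples. Relative to H3 it changed by 0.00301, at the 99.95th percentile, with the mean of 0.990 in sample B above their range of 0.874 to 0.973, so that its fall went with that of H3.

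The ribosome biogenesis list, of which 153 of 153 genes were found, was tested for a fall of H3K18ac at promoters. The median change in the 5′ IGR was -0.250, at the 0.0th percentile, and -0.336 relative to H3, also at the 0.0th percentile. The mean was 0.104 in sample A, -0.135 in sample B, 0.364 in sample C, -0.0406 in sample D and 0.149 in sample E. Gcn5 at these promoters did not fall beyond random lists. Its median change was 0.0668, at the 94.36th percentile, and positive with each scaling. With the same median, its mean of -0.0369 in sample B lay above the range of -0.129 to -0.0543 in the other samples. This position depends on the offset of sample B. Relative to H3 the median change was -0.0142, at the 20.0th percentile. H4K16ac changed by -0.0731, at the 0.01th percentile, with the mean of sample B inside the range of the other samples, and by -0.146 relative to H3, at the 0.0th percentile, with sample B below their range. The direction of the H3K18ac changes in both lists held with values as deposited, quantile normalization and the same mean. With 1 file per condition no replicate check was possible, and the percentiles of 100.0 and 0.0 describe these arrays.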
